# BRCA2 abrogation triggers innate immune responses potentiated by treatment with PARP inhibitors

**DOI:** 10.1038/s41467-019-11048-5

**Published:** 2019-07-17

**Authors:** Timo Reisländer, Emilia Puig Lombardi, Florian J. Groelly, Ana Miar, Manuela Porru, Serena Di Vito, Benjamin Wright, Helen Lockstone, Annamaria Biroccio, Adrian Harris, Arturo Londoño-Vallejo, Madalena Tarsounas

**Keywords:** Breast cancer, DNA damage and repair

## Abstract

Heterozygous germline mutations in *BRCA2* predispose to breast and ovarian cancer. Contrary to non-cancerous cells, where *BRCA2* deletion causes cell cycle arrest or cell death, tumors carrying *BRCA2* inactivation continue to proliferate. Here we set out to investigate adaptation to loss of BRCA2 focusing on genome-wide transcriptome alterations. Human cells in which BRCA2 expression is inhibited for 4 or 28 days are subjected to RNA-seq analyses revealing a biphasic response to *BRCA2* abrogation. The early, acute response consists of downregulation of genes involved in cell cycle progression, DNA replication and repair and is associated with cell cycle arrest in G1. Surprisingly, the late, chronic response consists predominantly of upregulation of interferon-stimulated genes (ISGs). Activation of the cGAS-STING-STAT pathway detected in these cells further substantiates the concept that *BRCA2* abrogation triggers cell-intrinsic immune signaling. Importantly, we find that treatment with PARP inhibitors stimulates the interferon response in cells and tumors lacking BRCA2.

## Abstract (web summary)

BRCA2 plays important roles in cell physiology by promoting DNA replication and DNA double-strand breaks repair. Here the authors, reveal the impact of BRCA2 depletion on the cell transcriptional program with activation of the innate immune response that is potentiated by PARP inhibitor treatments.

## Introduction

BRCA2 tumor suppressor plays key roles in cell physiology by promoting DNA replication and DNA double-strand breaks (DSBs) repair via homologous recombination^1^. The latter is well-characterized biochemically and relies on BRCA2 loading the RAD51 recombinase at sites of DSBs that have been processed by resection. Assembly of the RAD51 nucleoprotein filament facilitates the search and subsequent invasion of homologous DNA, which acts as a template for the repair reaction^2^. While BRCA2 function in DNA repair has been studied in the context of DNA damage inflicted by exposure to genotoxic agents (e.g., ionizing radiation, DNA cross linking agents), the role of BRCA2 in replication is intrinsic to cell physiology. In the absence of external challenges, loss of BRCA2 triggers a significant decrease in replication fork progression and a high frequency of stalled forks^3,4^. A subset of these forks collapse and are converted to DSBs which, due to compromised HR repair, accumulate in BRCA2-deficient cells. Moreover, nucleolytic degradation of the stalled forks can occur upon extensive replicative arrest^5,6^. Conceivably, this acute perturbation of DNA replication triggered by inactivation of BRCA2 could lead to rampant genomic instability, which is lethal or severely obstructs cell proliferation in primary human cells^7^. Likewise, disruption of *Brca2* gene in mice is embryonically lethal^8–10^. Mechanisms of replication stress and DNA damage tolerance mediate cellular adaptation to chronic loss of BRCA2, enable cells to survive and ultimately underlie their tumorigenic potential. Consistent with this, loss of *BRCA2* occurs in tumors and is thought to promote tumorigenesis, while *BRCA2* heterozygous germline mutations increase susceptibility to breast and ovarian cancer, as well as other cancers^11–13^.

Here we investigate the possibility that transcriptional alterations provide modalities of cell adaptation to loss of BRCA2, thus preventing cell death or proliferative arrest. We characterized the transcriptome of BRCA2-deficient cells, using a doxycycline (DOX)-inducible shRNA to inhibit BRCA2 expression in human non-small cell lung carcinoma H1299 cells and invasive ductal breast cancer MDA-MB-231 cells. RNA-sequencing (RNA-seq) analyses conducted after 4 and 28 days of DOX-induced BRCA2 depletion enabled us to monitor the dynamics of gene expression and to identify substantial transcriptional alterations from early to late stages of BRCA2 inactivation. In the short term, we observe downregulation of cell cycle, DNA replication and repair genes, which correlates with marked accumulation of BRCA2-deficient cells in G1. In the long-term, we find that cell cycle re-entry occurs concomitantly with ISG upregulation. These are genes involved in the innate immune response and controlled by interferon signaling^14^. An ISG subset is upregulated in *BRCA2*-deleted primary ovarian tumors. These results support the concept that inducible BRCA2 inactivation in cultured cells recapitulates cellular changes associated with loss of BRCA2 during tumorigenesis and could provide clues to mechanisms of cellular adaptation in tumors or tumor vulnerabilities. Importantly, treatment with PARP inhibitors (olaparib, talazoparib) stimulates upregulation of the interferon signaling genes in vitro and in vivo.

## Results

### BRCA2 inactivation elicits changes in gene expression

Previous studies have implicated BRCA2 in gene transcription via interaction with EMSY^15^ and have reported differential gene expression between *BRCA2*-deleted and wild-type cells using expression microarrays^16^. *BRCA2*-deleted cells are terminally adapted and this precluded analysis of progressive changes associated with BRCA2 inactivation. Here we used RNA-seq analyses of gene expression to determine how the transcriptome of BRCA2-deficient cells is modulated over time. 

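BRCA2 acts in homologous recombination and was the target of the inducible shRNA in the lung carcinoma line H1299 and the breast carcinoma line MDA-MB-231. The gene (ENSG00000139618) lies on chromosome 13 of GRCh37 from 32889223 to 32974405. In H1299 cells at day 4, BRCA2 mRNA fell from 6.86 to 8.35 CPM (counts scaled by library size) without DOX to 0.672 to 1.60 CPM with DOX, a log2 fold change of −2.65 (standard error 0.230, n = 3 per group, edgeR adjusted p = 2.8e-06). At day 28 it measured 18.4 to 20.8 CPM without DOX and 3.53 to 7.18 CPM with DOX, a log2 fold change of −1.74 (standard error 0.270, edgeR adjusted p = 0.0710). In MDA-MB-231 cells BRCA2 measured 16.5 to 24.9 CPM without DOX and 5.48 to 9.50 CPM with DOX at day 4, a log2 fold change of −1.53 (standard error 0.240). The corresponding values at day 28 were 23.8 to 27.9 CPM and 7.55 to 12.9 CPM, a log2 fold change of −1.42 (standard error 0.207). The edgeR adjusted p for MDA-MB-231 was 0.991 at day 4 and 0.158 at day 28, and 3.3e-12 and 0.00111 with the replicate number as a block. In all 4 comparisons every +DOX library held less BRCA2 than every −DOX library, a separation in this direction that chance gives in 1 of 20 arrangements of 3 libraries against 3.

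Stranded mRNA libraries from 3 independent experiments per group were sequenced as paired ends. The authors aligned the reads to hg19 with HISAT2, removed duplicates with Picard, and counted uniquely mapped reads per Ensembl gene with featureCounts. The deposited values are raw counts. In H1299 cells carrying the shRNA, the total count per library at day 4 was 14876608 to 17266602 (median 16409766) without DOX and 15884800 to 18108532 (median 17826659) with DOX, and at day 28 it was 15054800 to 18587263 (median 17092868) without DOX and 18471252 to 21579344 (median 20100835) with DOX. In MDA-MB-231 cells carrying the shRNA, it was 18226395 to 20833924 (median 20234601) without DOX and 18859745 to 20647153 (median 20065897) with DOX at day 4, and 17974376 to 21526570 (median 19976877) without DOX and 17126775 to 20540314 (median 19866682) with DOX at day 28. Each comparison of +DOX with −DOX cells was fitted alone with edgeR's quasi-likelihood test on counts normalized by TMM, with Benjamini-Hochberg adjustment. Genes with at least 10 counts in at least 3 of the 6 libraries were tested, which left 16160 and 15981 genes in H1299 at days 4 and 28, and 15004 and 14856 in MDA-MB-231. Libraries of MDA-MB-231 with the same replicate number deviated together, so values with the replicate number as a block are given beside those without it. In simulated counts with the depth and spread of these libraries, the test recovered 89.6% of genes changed by a log2 of 1 in H1299 at day 4, 59.7% at day 28, and 73.1% and 77.6% in MDA-MB-231 (98.5% at each day with the block). Without the block these counts varied independently between genes and held no shift shared by libraries, so the shares can be too high for the real libraries. BRCA2 itself, at −1.53 in MDA-MB-231 at day 4, did not pass without the block.

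**Figure D1:**
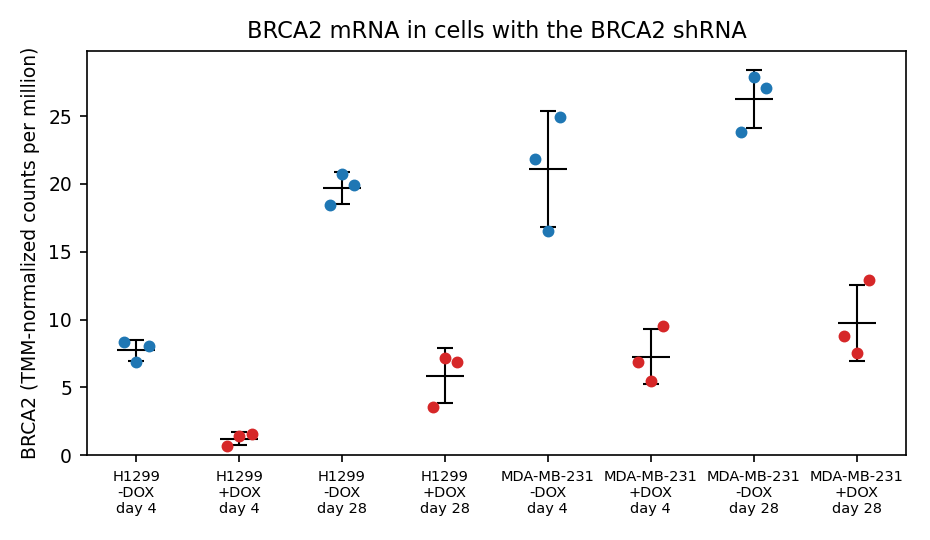
BRCA2 in each library of cells carrying the BRCA2 shRNA, in CPM normalized by TMM, by cell line, DOX and day, with 3 libraries per group. Parental libraries are not drawn. In cells carrying the BRCA2 shRNA, the +DOX libraries lie below the −DOX libraries of the same line and day.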

We cultured H1299 and MDA-MB-231 human cells carrying a DOX-inducible BRCA2 shRNA cassette in the presence or absence of 2 µg/mL DOX for 28 days and collected samples for RNA-seq analysis after 4 and 28 days of treatment (Fig. 1a). BRCA2 expression was effectively suppressed by DOX exposure in the short term (4 days), as well as in the long-term (28 days), as indicated by immunoblotting of cell extracts prepared at these time points (Fig. 1b).

**Fig. 1:**
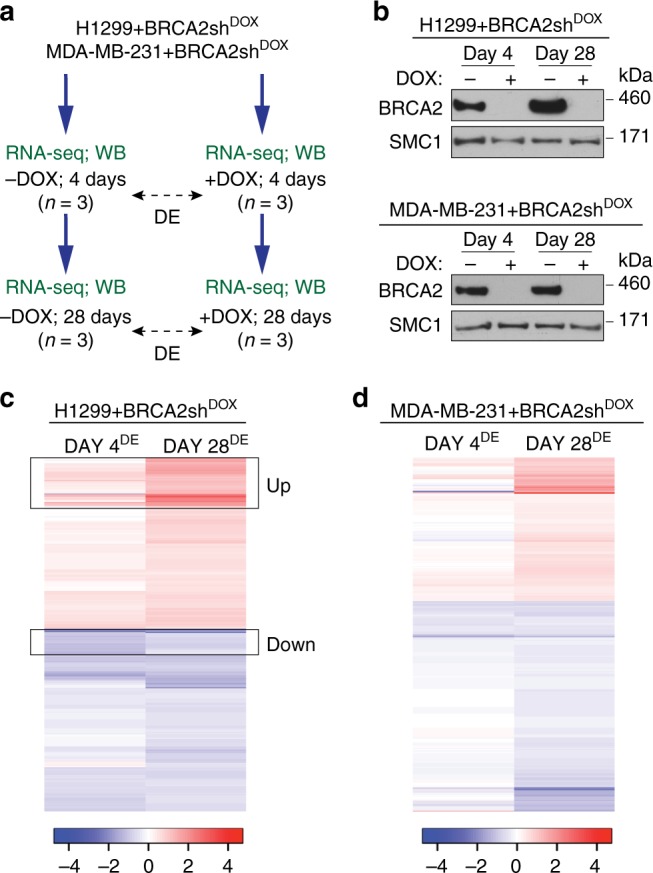
Transcriptome changes during the transition from short-term (acute) to long-term (chronic) *BRCA2* inactivation in human cells. **a** Human H1299 and MDA-MB-231 cells carrying a doxycycline (DOX)-inducible BRCA2 shRNA were grown in the presence or absence of 2 µg/mL DOX for 4 or 28 days before processing for RNA-seq and western blot analyses. **b** Whole-cell extracts prepared after 4 or 28 days of DOX treatment were immunoblotted as indicated. SMC1 was used as a loading control. **c**, **d** RNA-seq analyses of cells treated as in (**a**) identify transcriptional alterations specific to BRCA2-deficiency (FDR < 0.05) after 4 and 28 days of DOX treatment. Heatmaps depict Log_2_(Fold Change) of top 480 genes differentially expressed in +DOX versus −DOX cells, after 4 or 28 days of DOX treatment. Boxes indicate a subset of genes downregulated at day 4 (DOWN) or upregulated at day 28 (UP) in BRCA2-deficient H1299 cells. *n* = 3 independent experiments; DE, differential expression

Before proceeding with RNA-seq analyses of BRCA2-deficient cells, we performed control experiments in which we addressed whether DOX alone could induce transcriptional changes under our experimental conditions. 

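Parental cells carry no BRCA2 shRNA and were treated with DOX for the same times. BRCA2 mRNA did not pass the test in parental H1299 cells, with a log2 fold change of 0.04 (standard error 0.199) at day 4 and −0.19 (standard error 0.116) at day 28 (n = 3 per group). In parental MDA-MB-231 cells the values were −0.20 (standard error 0.297) and 0.13 (standard error 0.140). The edgeR adjusted p was 1.00 and 0.836 in H1299, and 1.00 and 0.998 in MDA-MB-231. Library preparation, alignment, counting and the test were those used for cells carrying the shRNA, with 3 libraries per group. In H1299 the total count per library at day 4 was 16503818 to 18720513 (median 17308177) without DOX and 18650346 to 19654460 (median 18806385) with DOX, and at day 28 it was 16371235 to 20659703 (median 18250381) without DOX and 17829610 to 20177155 (median 17956213) with DOX. In MDA-MB-231 it was 15290616 to 18725887 (median 18152674) without DOX and 15726239 to 16462308 (median 15933011) with DOX at day 4, and 15992952 to 18933469 (median 17472115) without DOX and 16368013 to 20104316 (median 17432894) with DOX at day 28. The test covered 16461 and 15876 genes in H1299, and 14834 and 14809 in MDA-MB-231.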

Parental H1299 and MDA-MB-231 cells were incubated with 2 µg/mL DOX for 4 and 28 days, before collecting samples for RNA-seq analyses (Supplementary Fig. 1a, b). Hierarchical clustering of sample-to-sample Euclidean distances based on the RNA-seq data showed no clear clustering of samples treated with DOX (*n* = 3 independent experiments) or untreated samples (*n* = 3 independent experiments) in either cell line, indicative of insignificant alterations between the −DOX and +DOX samples. Moreover, differential gene expression analyses with false discovery rate (FDR) of 5% revealed that only two genes were differentially expressed in DOX-treated versus untreated H1299 cells at day 4 and none at day 28 of DOX treatment (Supplementary Fig. 1c). 

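Distances were computed between libraries on log2(CPM + 1) over the genes tested. In parental H1299 cells at day 4, the mean distance between +DOX and −DOX libraries was 34.5, against 37.5 among libraries of the same group (exact permutation test over 10 splits, one-sided p = 1.00). At day 28 the values were 40.5 between and 41.6 within groups (exact p = 0.600). Parental MDA-MB-231 cells gave 38.7 between and 42.4 within groups at day 4 (exact p = 0.800), and 31.6 and 31.7 at day 28 (exact p = 0.500). Groups of 3 against 3 allow no p below 0.1, and the splits ignore any pairing by replicate number. Complete-linkage clustering into a pair of clusters separated the libraries by DOX in none of these 4 comparisons.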

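No gene changed with DOX in parental H1299 cells at either day by edgeR. At day 4, 172 of 16461 genes had an unadjusted p under 0.05 and DESeq2 called 1 gene. At day 28 these counts were 350 and 0. IFIT1, which binds viral RNA, had a log2 fold change of 0.21 (standard error 0.275) at day 4 and 0.20 (standard error 0.336) at day 28 (n = 3). ISG15, a ubiquitin-like protein induced by interferon, had −0.08 (standard error 0.188) and 0.10 (standard error 0.121). CDK1, the kinase that drives entry into mitosis, had 0.12 (standard error 0.108) and −0.18 (standard error 0.155). The edgeR adjusted p of these genes was 1.00, 1.00 and 1.00 at day 4, and 0.884, 0.854 and 0.840 at day 28. In simulated counts the same test recovered 83.6% of genes changed by a log2 of 1 at day 4 and 68.7% at day 28. Those counts held no shift shared by libraries, so these shares can be too high for the real ones. At day 4, 1 gene was called without +DOX replicate 3 and 1 without −DOX replicate 3, and 10 genes without a filter on low counts.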

The corresponding numbers of deregulated genes in MDA-MB-231 were 3 and 7, respectively (Supplementary Fig. 1d). These results demonstrate that DOX treatment for 4 or 28 days has a negligible impact on gene expression of parental cells lacking BRCA2 shRNA.

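In parental MDA-MB-231 cells, no gene passed edgeR's test at day 4, where 116 genes had an unadjusted p under 0.05 and DESeq2 called 0. At day 28, RPL9P9, a processed pseudogene of the ribosomal protein gene RPL9, rose to 1626 ± 298 normalized counts with DOX from 21.2 ± 3.33 without (SD, n = 3). Its log2 fold change was 6.25 (standard error 0.183, edgeR adjusted p = 1.7e-07), and it is uncertain because near-identical copies of RPL9 can share reads. With the replicate number as a block, edgeR called 4 genes at day 28 and 0 at day 4. Besides RPL9P9 these were SERPINB2, a plasminogen activator inhibitor, at 0.98 (adjusted p = 0.0149), the amino acid transporter SLC7A5 at 0.38 (adjusted p = 0.0481) and the integrin ITGB4 at −0.63 (adjusted p = 0.0269), named after their values were seen. The count at day 28 was 5 without +DOX replicate 2, 3 without −DOX replicate 3 and 3 by DESeq2, and at day 4 it was 1 without −DOX replicate 3. Without a filter on low counts it was 38 at day 28. On all 12 parental libraries of the line edgeR called 0 genes at day 28, so RPL9P9 did not pass in that fit.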

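Interferon-stimulated genes, the antiviral effectors induced by interferon, had a median log2 fold change of 0.01 at day 4 and 0.21 at day 28 in parental H1299 cells, and of −0.04 and −0.23 in parental MDA-MB-231 cells (n = 3 per group). Of the 44 and 38 measured members in H1299, and the 52 and 50 in MDA-MB-231, edgeR called none. At an unadjusted p under 0.05 there were 0 and 0 in H1299, and 0 and 6 in MDA-MB-231, and DESeq2 called 0. As a group, these genes stood above other genes in H1299 at day 28 by camera (adjusted p = 0.00112, and 0.727 as the adjusted p with an estimated correlation). In MDA-MB-231 at day 28 they stood below other genes (camera adjusted p = 6.4e-12, and adjusted p = 0.858 with an estimated correlation). With the replicate block in MDA-MB-231 at day 28, 0 of them passed edgeR's test over all genes and 19 were lower when adjusted over the list alone. Among 50 DNA replication genes, which include the MCM helicase and the GINS complex, edgeR called none at either day in either line. Their medians were 0.03 and −0.13 in H1299, and −0.06 and 0.01 in MDA-MB-231. At an unadjusted p under 0.05 there were 0, 0, 0 and 0 of these, and DESeq2 called 0. The paper draws its conclusion on DOX from the lack of clustering by DOX and from the small number of genes that passed its test.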

In contrast to this, DOX treatment inflicted substantial changes on the transcriptome of H1299 and MDA-MB-231 cells carrying a DOX-inducible BRCA2 shRNA. 

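The response to DOX was compared between cells with the BRCA2 shRNA and parental cells by an interaction term in edgeR. In H1299 at day 4 the response of 537 genes differed, 474 of them in the negative direction in cells with the shRNA. The genes with the smallest p, named after their values were seen, included CDK1 with a difference of −1.72 (standard error 0.133, adjusted p = 5.1e-06) on the log2 scale, and DCLRE1A, a nuclease of interstrand crosslink repair, with −1.87 (standard error 0.146, adjusted p = 5.1e-06). RRM2, the ribonucleotide reductase subunit that limits dNTP supply, had a difference of −1.34 (standard error 0.138, adjusted p = 4.6e-05) by the same edgeR test. Of 43 G2/M and mitosis genes, 39 had a more negative response than in parental cells (42 when adjusted over the list alone), and of 50 DNA replication genes 35 (44 over the list alone). Both groups held with an estimated correlation (camera adjusted p = 0.00414 and 0.00596). At day 28 the response of 12 genes differed in H1299, among them the GTPase RAC1 with −1.05 (standard error 0.128, adjusted p = 0.00880), the Hippo pathway effector YAP1 with −1.16 (standard error 0.138, adjusted p = 0.00880) and the costimulatory receptor CD40 with 1.48 (standard error 0.212, adjusted p = 0.0234) from edgeR. In MDA-MB-231, edgeR called 0 genes at day 4 (266 at an unadjusted p under 0.05, 1 by DESeq2) and 6 at day 28, and 21 and 489 with the replicate block. Those at day 28 without the block included the collagenase-activating protease MMP3 with 2.65 (standard error 0.320, adjusted p = 0.0137) and the surface glycoprotein THY1 with −1.39 (standard error 0.131, adjusted p = 0.00212). With the block at day 28, 12 of 53 interferon-stimulated genes had a more positive response than in parental cells (25 when adjusted over the list alone, camera adjusted p = 6.3e-14, and adjusted p = 0.0823 with an estimated correlation). The list median was 0.10 with the shRNA and lay further from zero, on the negative side, in parental cells. The difference therefore does not by itself show a rise with the shRNA. Without replicate 2 or 3 the day 4 count in H1299 was 248 or 160, and the day 28 count was 0 without either and 239 without replicate 1. In MDA-MB-231 at day 28 it was 0 without any 1 of the 3, and DESeq2 called 137 genes in H1299 and 53 in MDA-MB-231 at that day.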

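In H1299 cells carrying the BRCA2 shRNA at day 4, the mean distance between +DOX and −DOX libraries was 42.8, against 31.0 among libraries of the same group (exact permutation test, one-sided p = 0.100, the smallest that 3 libraries against 3 allow). At day 28 the distances in H1299 were 53.1 and 47.9 (exact p = 0.300). In MDA-MB-231 cells they were 36.4 and 39.3 at day 4 (exact p = 0.700), and 40.9 and 42.2 at day 28 (exact p = 0.500). These splits ignore the pairing of the MDA-MB-231 libraries by replicate number, so they do not test a change within pairs. Complete-linkage clustering separated the libraries by DOX in H1299 at day 4. At day 28 in H1299, +DOX replicate 1 and −DOX replicate 1 stood apart from the other 4 libraries. In MDA-MB-231 both libraries of replicate 3 stood apart at day 4, and both of replicate 1 at day 28. The 500 genes with the highest variance gave these groupings too, except at day 28 in H1299, where −DOX replicate 1 alone stood apart. The paper clusters its top 500 differentially expressed genes, a different set from these.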

Hierarchical clustering of sample-to-sample Euclidean distances showed a clear distinction between +DOX (*n* = 3 independent experiments) and −DOX samples (*n* = 3 independent experiments) in both cell lines (Supplementary Fig. 2a, b), indicative of specific, substantial differences in the transcriptome upon BRCA2 abrogation. 

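In H1299 cells, 2258 genes changed with DOX at day 4, 963 higher and 1295 lower, and 27 at day 28, 9 higher and 18 lower (edgeR, adjusted p under 0.05). RAC1, a GTPase of the actin cytoskeleton, fell at both days, with a log2 fold change of −1.06 (standard error 0.0758, adjusted p = 7.8e-07) at day 4 and −1.13 (standard error 0.0955, adjusted p = 0.0279) at day 28 by edgeR (n = 3 per group). YAP1 fell by a log2 of 1.43 (standard error 0.115, adjusted p = 2.2e-06) at day 4 and of 1.17 (standard error 0.110, adjusted p = 0.0317) at day 28 by the same edgeR test. All 18 genes that fell at day 28 and were tested at both days also fell at day 4, where 1.49 would be shared by independent lists (Fisher's exact test, p = 2.8e-20). Of the 9 genes that rose at day 28, 4 also rose at day 4 (0.550 for independent lists, Fisher's exact p = 0.00136). These comparisons share no library. The count at day 28 changed with the libraries kept: it was 361 without −DOX replicate 1, 1 without −DOX replicate 3 and 0 without any other 1 library. A fit with a library left out also has less power, so a count of 0 does not show that the changes rest on 1 library. DESeq2 on all libraries of that day called 427. At day 4 the edgeR count was 1498 without +DOX replicate 2, 1349 without +DOX replicate 3 and 1377 without −DOX replicate 3. On all 12 libraries of these cells, edgeR called 604 genes at day 4 and 554 at day 28, and DESeq2 1064 and 969. With the replicate block edgeR called 273 at day 28. DESeq2 with the same block, a fit chosen after the values were seen, called 1360 genes at day 4 and 490 at day 28.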

Consistent with this, DOX-inducible BRCA2 depletion in H1299 cells triggered significant alterations (FDR < 0.05, no fold-change filter) in the expression of 1363 genes at day 4 and of 479 genes at day 28 of DOX treatment (Supplementary Fig. 2c and Supplementary Data 1). The corresponding numbers of deregulated genes in MDA-MB-231 cells were 187 and 480, respectively (Supplementary Fig. 2d and Supplementary Data 2), suggesting that BRCA2 abrogation had a less pronounced effect on gene expression in the short term (4 days) in this cell line.

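In MDA-MB-231 cells, edgeR called 0 genes at day 4, where 359 had an unadjusted p under 0.05 and DESeq2 called 20, and 2 at day 28. With the replicate number as a block, it called 726 genes at day 4, 341 higher and 385 lower, and 1259 at day 28, 503 higher and 756 lower. DESeq2 with the same block, a fit chosen after the values were seen, called fewer: 183 at day 4 (69 higher, 114 lower) and 474 at day 28 (195 higher, 279 lower). The day 28 genes without the block were the matrix metalloproteinases MMP1 and MMP3, which cleave collagen and other matrix proteins. MMP1 rose to 15430 ± 544 normalized counts with DOX from 5134 ± 428 without (SD, n = 3), a log2 fold change of 1.59 (standard error 0.0862, edgeR adjusted p = 0.00378). MMP3 rose to 1077 ± 172 from 128 ± 25.5 (log2 fold change 3.07, standard error 0.188, edgeR adjusted p = 0.00458). With the block at day 4, the methyltransferase CARNMT1 (−0.92, standard error 0.101, edgeR adjusted p = 9.3e-06) and TMEM254 (−0.96, standard error 0.0916, adjusted p = 4.2e-08) fell. Between the lines, 193 of the 346 genes that fell with the block in MDA-MB-231 at day 4 also fell in H1299, where 30.6 would be shared by independent lists, and 74 of 316 rose in both (20.2 expected). By an interaction term in edgeR, the response at day 4 differed between the lines for 131 genes, 121 of them more negative in H1299. That count was 758 with the replicate block, 0 without replicate 1 and 20 without replicate 3, and the MDA-MB-231 counts without the block were 1 at day 4 without +DOX replicate 3 and 4 at day 28 without +DOX replicate 1.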

Next we conducted supervised clustering analyses of the top 480 genes differentially expressed (FDR < 0.05, no fold-change filter) in H1299 and MDA-MB-231 cells upon DOX-induced BRCA2 inactivation (Fig. 1c, d). 

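In H1299 cells the response to DOX at day 28 differed from that at day 4 for 1 gene by an interaction term in edgeR. This was OASL, an interferon-induced protein that acts with RIG-I, whose log2 fold change was higher at day 28 by 2.55 (standard error 0.319, adjusted p = 0.0355). Interferon-stimulated genes moved upward between the days: 44 of 45 had a positive difference, with a median of 0.59, 1 passed over all genes and 21 when adjusted over the list alone. This held with an estimated correlation (camera adjusted p = 0.0217), as it did for 19 genes of MHC class I antigen presentation, which display peptides to T cells (median 0.38, adjusted p = 0.0131, 2 members when adjusted over the list alone). G2/M and mitosis genes, which carry out cell division, had a median difference of 0.71, with 0 of 43 past edgeR's test over all genes and 33 when adjusted over the list alone (37 at an unadjusted p under 0.05, 9 by DESeq2). Their camera adjusted p was 2.6e-38, and 0.0828 as the adjusted p with an estimated correlation. In −DOX replicate 1 of day 28 these genes had a mean log2 CPM of 7.10, against 7.56 and 7.55 in the other −DOX libraries. CDK1 had a difference of 1.37 (standard error 0.223, adjusted p = 0.103) by edgeR. In MDA-MB-231 cells edgeR called 0 genes without the block (260 at an unadjusted p under 0.05, 9 by DESeq2) and 194 with it, 76 more positive and 118 more negative at day 28. Interferon-stimulated genes there had a median difference of 0.16, with 2 of 52 higher (6 when adjusted over the list alone, camera adjusted p = 7.4e-05, and adjusted p = 0.348 with an estimated correlation). The H1299 count was 591 without replicate 1, 0 without replicate 2 or 3, 177 with the replicate block and 53 by DESeq2.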

We observed a clear variation in the differential transcription profiles between day 4 and day 28 of DOX treatment in both cell lines, which suggests that the transcriptome of BRCA2-deficient cells undergoes dynamic changes with time. The heatmaps showing the expression profiles of H1299 cells at replicate level are shown in Supplementary Fig. 3.

### Pathways deregulated upon short- versus long-term BRCA2 loss

We proceeded to identify which gene sets are differentially expressed in BRCA2-deficient versus -proficient cells, at 4 and 28 days after shRNA induction. We focused on H1299 cells because DOX treatment had a high impact on gene expression in this cell line. We used stringent conditions (FDR < 0.05; |Log_2_(Fold Change)| > 0.5) which enabled us to identify deregulated genes with high confidence (Fig. 2a, b). At day 4 of DOX treatment, this analysis identified 574 genes (42% of deregulated genes) significantly downregulated (Log_2_(Fold Change) < −0.5; Supplementary Data 1) and 147 genes (11% of deregulated genes) significantly upregulated (Log_2_(Fold Change) > 0.5) in BRCA2-deficient cells. 

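At day 4 in H1299 cells, 754 genes fell by a log2 of more than 0.5 and 237 rose by more than 0.5 (edgeR), which is 33.4% and 10.5% of the genes called. Among genes with a symbol, those with the most negative change besides BRCA2 were CARNMT1, a histidine methyltransferase, with a log2 fold change of −2.11 (standard error 0.144, adjusted p = 6.1e-07), and FAM111B with −1.96 (standard error 0.123, adjusted p = 4.0e-07) from edgeR (n = 3 per group). TMEM254 (−1.91, standard error 0.144), the transcription factor ZNF367 (−1.61, standard error 0.145) and ARL6IP6 (−1.6, standard error 0.136) also fell. HAS3, a hyaluronan synthase, rose to 132 ± 20.9 normalized counts from 40.0 ± 1.83 (SD, n = 3), a log2 fold change of 1.71 (standard error 0.179, adjusted p = 1.3e-05) by edgeR. SPARC, a collagen-binding matrix protein, rose by 1.35 (standard error 0.143), the carboxypeptidase CPA4 by 1.29 (standard error 0.124) and BIK, a BH3-only inducer of apoptosis, by 1.19 (standard error 0.170). APOE, a lipid-carrying apolipoprotein, rose with a log2 fold change of 1.1 (standard error 0.108, adjusted p = 1.1e-05) by edgeR. The edgeR adjusted p of CPA4 was 6.3e-06 and that of BIK 2.6e-04.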

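At day 28 in H1299 cells, all 27 genes that passed edgeR's test changed by a log2 of more than 0.5, 9 upward and 18 downward. Among those that rose were OASL with a log2 fold change of 2.62 (standard error 0.284, adjusted p = 0.0391), and TNFRSF1B, a receptor of TNF, at 569 ± 42.6 normalized counts with DOX and 116 ± 47.2 without (SD, n = 3; edgeR adjusted p = 0.0410). EBI3, a subunit of the cytokines IL-27 and IL-35, rose by 1.73 (standard error 0.164, adjusted p = 0.0317) and CD40 by 1.5 (standard error 0.186, adjusted p = 0.0410) by edgeR. CPA4 (2.57, standard error 0.318), the laminin chain LAMA3 (1.33, standard error 0.166), RASGRP3 (1.23, standard error 0.156) and the lysosomal transporter SLC46A3 (1.17, standard error 0.136) rose as well. Among those that fell were TMEM254 (−1.96, standard error 0.227), CARNMT1 (−1.83, standard error 0.139), the growth factor BMP6 (−1.49, standard error 0.163) and the secreted protein VGF (−1.45, standard error 0.166). Without −DOX replicate 1, 150 genes rose and 174 fell by more than 0.5, and without any other 1 library at most 1 did. DESeq2 called 180 higher and 168 lower at these thresholds.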

At day 28, there were 194 genes (40%) significantly downregulated (Log_2_(Fold Change) < −0.5; Supplementary Data 2) and 213 genes (44%) significantly upregulated (Log_2_(Fold Change) > 0.5) in BRCA2-deficient H1299 cells.

**Fig. 2:**
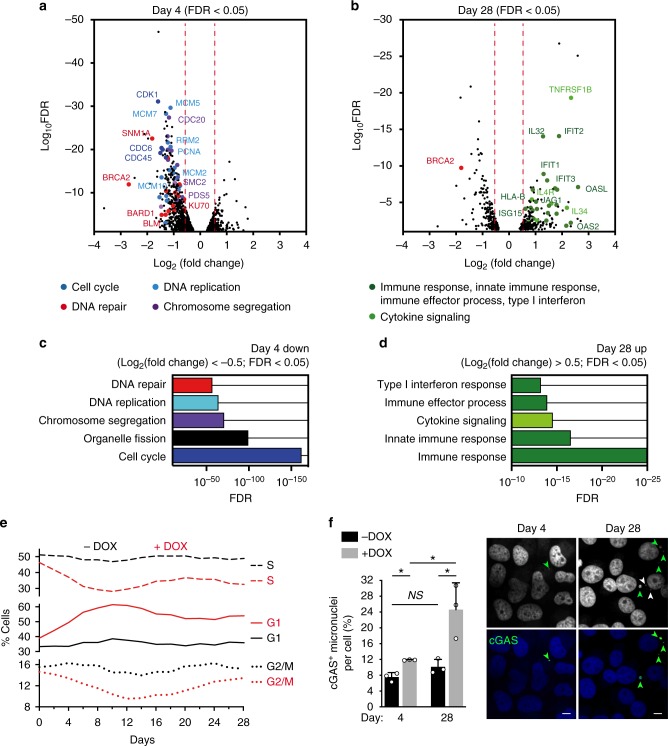
Pathway deregulation in BRCA2-deficient H1299 cells during short-term (4 days) or long-term (28 days) *BRCA2* inactivation. **a**, **b** Volcano plot of genes differentially expressed (FDR < 0.05) in BRCA2-deficient versus BRCA2-proficient H1299 cells, after DOX treatment for 4 (**a**) or 28 (**b**) days. A subset of the genes significantly downregulated (Log_2_(Fold Change) < −0.5) after 4 days or significantly upregulated (Log_2_(Fold Change) > 0.5) after 28 days of DOX treatment is shown. **c**, **d** Gene set enrichment analysis based on functional annotation (Gene Ontology—Biological Process database) of genes downregulated after 4 days (**c**) or upregulated after 28 days (**d**) of DOX treatment. **e** Cells were pulse-labeled with EdU for 30 min. Frequency of cells in G1, S, and G2/M stages of the cell cycle were determined using FACS analyses of EdU-labeled cells. **f** Cells were fixed and stained with antibody against cGAS after 4 days or after 28 days of DOX treatment. DNA was counterstained with DAPI. Shown are representative images of cells treated with DOX. cGAS-positive micronuclei were quantified and related to number of cells. Error bars represent SD of *n* = 3 independent experiments. *NS*, *p* > 0.05; *, *p* < 0.05 (unpaired two-tailed *t* test). Green arrows indicate cGAS-positive micronuclei and white arrows indicate cGAS-negative micronuclei. Scale bar represents 10 µM

Gene set enrichment analysis of differentially expressed genes based on functional annotation (Gene Ontology—Biological Process database) showed enrichment in specific pathways (Fig. 2c, d). 

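DNA replication genes fell nearly throughout at day 4 in H1299 cells: 47 of 50 were lower and none higher by edgeR (49 lower when adjusted over the list alone), with a median log2 fold change of −0.83. CDC6, which loads the MCM helicase, fell to 251 ± 24.6 normalized counts from 689 ± 23.6 (SD, n = 3), and its partner CDT1 had a log2 fold change of −1.15 (standard error 0.0821, adjusted p = 7.8e-07) by edgeR. Of 43 G2/M and mitosis genes 42 fell (43 when adjusted over the list alone, median −0.99), among them the kinesin KIFC1 with −1.36 (standard error 0.0964, adjusted p = 7.8e-07) by edgeR. Of 43 chromosome segregation and kinetochore genes 40 fell (40 over the list alone, median −0.90), including NDC80, which ties kinetochores to microtubules, with −1.24 (standard error 0.0940), and ZWINT with −1.33 (standard error 0.0934). Of 44 homologous recombination and Fanconi genes 28 fell (30 over the list alone, median −0.64). Of 25 G1/S and E2F genes 13 fell and 1 rose (14 and 2 over the list alone), with the transcription factor E2F2 at −1.53 (standard error 0.142). Among 45 genes of other DNA repair pathways 10 fell and 3 rose (16 and 5 over the list alone). The camera adjusted p was 1.2e-44 for DNA replication, 1.1e-47 for G2/M, 4.5e-37 for chromosome segregation, 1.4e-17 for homologous recombination, 3.1e-06 for G1/S and 0.0117 for other repair. With an estimated correlation the adjusted p was 0.0891 for the former 4, 0.128 for G1/S and 0.393 for other repair. That form of the test has little power on so few libraries, so missing the threshold there does not show that a list was unchanged.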

Genes downregulated in BRCA2-deficient cells at day 4 were mainly implicated in cell cycle, chromosome segregation, DNA repair, and DNA replication, and defined an early, acute response to BRCA2 inactivation. The genes upregulated at day 28 primarily mediated cytokine and immune responses. 

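Interferon-stimulated genes stood higher with DOX at day 28 in H1299 cells: 40 of 43 had a positive log2 fold change, with a median of 0.61. By edgeR 1 of them rose over all genes (13 by DESeq2 and 13 by edgeR with the replicate block) and 23 when adjusted over the list alone, and none was lower. IFI44L had a log2 fold change of 2.99 (standard error 0.434, adjusted p = 0.0578) and IFIT2, which binds viral RNA, of 1.89 (standard error 0.270, adjusted p = 0.0571) by edgeR (n = 3 per group). Of 19 genes of MHC class I antigen presentation all were above zero (median 0.39), 0 passed over all genes (13 at an unadjusted p under 0.05 and 4 by DESeq2) and 11 when adjusted over the list alone. Among them HLA-B had 0.62 (standard error 0.110, adjusted p = 0.0939) and HLA-E 0.64 (standard error 0.154, adjusted p = 0.199) by edgeR. Of 27 cytokine receptors and ligands 1 rose (6 over the list alone, median 0.26). The camera adjusted p was 1.2e-18 for interferon-stimulated genes, 1.9e-10 for MHC class I and 4.1e-04 for cytokine receptors and ligands. With an estimated correlation, which has little power on so few libraries, the adjusted p was 0.116, 0.0384 and 0.116.

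The division genes that fell at day 4 did not pass edgeR's test at day 28 without the replicate block. With the block, 4 chromosome segregation and kinetochore genes and 2 homologous recombination genes were lower, and 0 DNA replication or G2/M genes. The values that follow are without it. The median of G2/M and mitosis genes was −0.27 (0 of 43 called, 9 at an unadjusted p under 0.05 and 2 by DESeq2), with a camera adjusted p of 1.5e-10 and an adjusted p of 0.503 with an estimated correlation. DNA replication genes had a median of −0.11 (0 called, 2 at an unadjusted p under 0.05 and 0 by DESeq2; camera adjusted p = 0.158). In −DOX replicate 1 of day 28 the mean log2 CPM of DNA replication genes was 5.83, and in +DOX replicate 1 6.07, against 6.61 to 6.83 in the other 4 libraries. In −DOX replicate 1 that of ATF4 target genes was 7.01, against 5.09 to 5.51 in the other 5. Without this library 12 interferon-stimulated genes rose over all genes, and 0 without any other 1 library. Their median stayed above zero throughout, from 0.46 (without +DOX replicate 1) to 0.70 (without −DOX replicate 1). When adjusted over the list alone, the number that rose ran from 9 (without +DOX replicate 2) to 27 (without −DOX replicate 1). The paper states that the genes lower at day 4 define an early, acute response to BRCA2 inactivation and that those higher at day 28 mediate cytokine and immune responses.

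**Figure D2:**
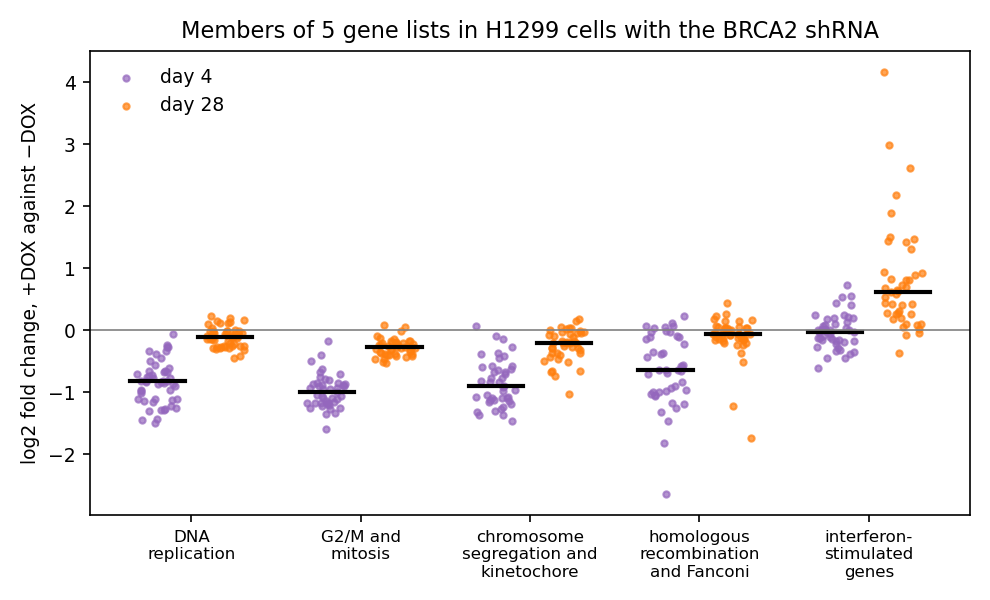
Log2 fold change with DOX in H1299 cells carrying the BRCA2 shRNA for the measured members of 5 gene lists at days 4 and 28, with 3 libraries per group. Each point is a gene and each black bar the median of the list, which is −0.03 at day 4 and 0.61 at day 28 for interferon-stimulated genes.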

Interestingly, the proliferation capacity of BRCA2-deficient cells (H1299 or MDA-MB-231) was not substantially reduced compared with their wild-type counterparts, as determined in population doubling assays (Supplementary Fig. 4).

To complement pathway mapping, we performed network analyses, which showed how the 574 downregulated genes interact with each other and cluster into different pathways (Supplementary Fig. 5). We retrieved high-confidence, experimentally validated protein–protein interactions through the NetworkAnalyst platform^17^. The network was generated by mapping the significant genes to the STRING interactome^18^ and applying a search algorithm to identify first-order neighbors (proteins that directly interact with a given protein) for each of the mapped genes. We generated a highly connected first-order network consisting of 669 nodes and 2970 edges, with larger nodes indicating higher connectivity. For example, prominent DNA repair nodes identified key DNA repair factors, including RAD51, RAD52, BML, MUS81, FANCA, and MLH1, while main DNA replication nodes identified factors such as PCNA, MCM2, and RRM2. This indicates concerted action of the genes downregulated at day 4 in key cellular processes, such as control of cell cycle progression and genome integrity. 

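In H1299 cells at day 4, the helicase BLM fell by 1.2 (standard error 0.128, adjusted p = 1.6e-05) and the Fanconi core protein FANCA by 0.70 (standard error 0.105, adjusted p = 4.1e-04) on the log2 scale by edgeR (n = 3 per group). The annealing protein RAD52 had a log2 fold change of −0.03 (standard error 0.114, adjusted p = 0.885) and the nuclease MUS81 of −0.11 (standard error 0.0849, adjusted p = 0.437), which did not pass edgeR's test. Of the replication factors, the sliding clamp PCNA fell to 1092 ± 126 from 2368 ± 267 normalized counts (± SD, edgeR adjusted p = 3.7e-06). The helicase subunit MCM2 fell to 1186 ± 100.5 from 2314 ± 127 (adjusted p = 1.8e-06), and RRM2 to 716 ± 34.4 from 1673 ± 137 (edgeR adjusted p = 6.1e-07). The study built this network from genes lower in these samples and their direct interaction partners, so a member need not have fallen, and these values are not independent evidence of the direction.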

Similar mapping of the 213 genes upregulated at day 28 generated a network with fewer interconnected nodes (446 nodes) and 1190 edges (Supplementary Fig. 5b). Pathway analysis after addition of direct interactors amplified enrichment in immune system related pathways (hypergeometric test *p*-value < 1e^−21^). The top five impacted pathways were innate immune response (77 hits, *p*-value = 3.93e^−27^), immune response (116 hits, *p*-value = 1.83e^−25^), interaction with host (61 hits, *p*-value = 1.86e^−25^), cytokine-mediated signaling (54 hits, *p*-value = 9.34e^−23^), and defense response (112 hits, *p*-value = 2.9e^−21^).

Following up on the RNA-seq results showing that cell cycle genes are downregulated after 4 days of DOX treatment, we evaluated the impact of BRCA2 loss on cell-cycle progression. FACS analyses of EdU-pulsed cells revealed pronounced alterations in the cell cycle profile of BRCA2-deficient cells during the transition from acute to chronic responses (Fig. 2e). Initially cells accumulated in G1, with levels of S and G2/M cells correspondingly decreased, indicative of G1 cell cycle arrest in the short term after BRCA2 inactivation. This correlates with transcriptional downregulation of genes controlling cell cycle and DNA replication, as demonstrated by RNA-seq data (Fig. 2a, c). 

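At day 4 in H1299 cells, CDK1 fell to 357 ± 0.739 normalized counts with DOX from 1076 ± 66.0 without (SD, n = 3). CDC20, which activates the anaphase-promoting complex, fell by 1.19 (standard error 0.0889, adjusted p = 1.1e-06) and CDC45, a component of the replicative helicase, by 1.5 (standard error 0.117, adjusted p = 1.2e-06) on the log2 scale by edgeR. The helicase subunits MCM5 (−1.29, standard error 0.0985) and MCM7 (−1.12, standard error 0.0908), the condensin SMC2 (−0.97, standard error 0.0866) and the BRCA1 partner BARD1 (−1.47, standard error 0.171) fell as well. Of the 17 genes marked in Fig. 2a, 16 fell by edgeR (16 when adjusted over the list alone), with a median of −1.23. The label PDS5 was taken as PDS5B before the data were examined, and this cohesin regulator had a log2 fold change of 0.07 (standard error 0.104, adjusted p = 0.707) and did not pass edgeR's test. Its paralogue PDS5A, which is the one in the paper's table and is named here after its value was seen, fell by 0.68 (standard error 0.0723, adjusted p = 1.6e-05) by edgeR. The study chose these genes on these samples, so their count is not independent evidence.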

The frequency of G1 cells reached a peak at day 12 and subsequently diminished, without however reaching the level of BRCA2-proficient cells. The percentage of S-phase cells remained lower in cells lacking BRCA2 relative to wild type for the course of the experiment. These results are consistent with the observation that the proliferation rate of BRCA2-deficient cells is lower than that of BRCA2-proficient control cells (Supplementary Fig. 4).

Upon long-term BRCA2 inactivation, RNA-seq analyses revealed upregulation of innate immune response genes (Fig. 2b, d). 

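Of the 13 genes marked in Fig. 2b, all but BRCA2 were higher with DOX at day 28 in H1299 cells, with a median log2 fold change of 1.31. By edgeR 2 rose over all genes, OASL and TNFRSF1B, and 12 when adjusted over the list alone. OASL measured 113 ± 28.4 with DOX and 18.1 ± 3.10 without in normalized counts (SD, n = 3). OAS2, which activates RNase L, had a log2 fold change of 2.17 (standard error 0.410, adjusted p = 0.115) by edgeR. IFIT1 had 1.43 (standard error 0.250, adjusted p = 0.0924), IFIT3 1.31 (standard error 0.224, adjusted p = 0.0872) and ISG15 0.89 (standard error 0.153, adjusted p = 0.0871) by edgeR. IL34, a ligand of the CSF1 receptor, had 2.07 (standard error 0.387), the cytokine IL32 1.25 (standard error 0.267), the receptor IL4R 0.86 (standard error 0.119) and the Notch ligand JAG1 1.01 (standard error 0.205). For the group the camera adjusted p was 9.0e-16, which held with an estimated correlation (adjusted p = 0.0392). The study chose the genes on these samples, so the direction is not independent evidence. DESeq2 called 12 of them higher.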

A connection between innate immune response induction and genome instability was established by recent studies^19–21^. Loss of chromosome integrity leads to cytosolic DNA accumulation in the form of micronuclei, which bind and activate the cytosolic DNA sensor cGAS, a key player in interferon signaling activation. We thus evaluated the levels of cGAS-positive micronuclei in BRCA2-deficient cells and their dynamics over the course of the experiment (Fig. 2f). We observed the highest frequency of cGAS-positive micronuclei upon chronic BRCA2 inactivation (28 days of DOX addition), which correlated with the upregulation of innate immune response genes. This suggests that micronuclei formation and cGAS activation could mediate the immune responses triggered by BRCA2 abrogation.

Differential gene expression analyses were also conducted in MDA-MB-231 cells carrying a DOX-inducible BRCA2 shRNA (Supplementary Fig. 6a). These revealed only 19 genes downregulated (Log_2_(Fold Change) < −0.5; Supplementary Data 1) at day 4 and 91 genes upregulated (Log_2_(Fold Change) > 0.5; Supplementary Data 2) at day 28 of DOX treatment. 

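With the replicate block, 51 genes of MDA-MB-231 cells fell by a log2 of more than 0.5 at day 4, and 163 rose by more than 0.5 at day 28 (edgeR). CENPL, a centromere protein, fell at day 4 with a log2 fold change of −0.66 (standard error 0.0813, edgeR adjusted p = 4.3e-06 with the block, n = 3 per group). SKP2, the ubiquitin ligase subunit that removes the CDK inhibitor p27, fell by 0.53 (standard error 0.0698, edgeR adjusted p = 9.5e-06 with the block). At day 28 the collagen COL6A2 rose by 1.7 (standard error 0.131), the aldo-keto reductase AKR1C1 by 1.46 (standard error 0.0889) and the decoy receptor IL13RA2 by 0.87 (standard error 0.0403), with edgeR adjusted p of 1.4e-05, 1.9e-06 and 8.5e-08 with the block. Without the block, the genes past the threshold at day 28 were the metalloproteinases MMP1 and MMP3. At these thresholds DESeq2 without the block called 13 lower at day 4 and 43 higher at day 28.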

REACTOME biological pathway analyses showed enrichment in processes, including α, β-interferon signaling, and cytokine signaling in the immune system (Supplementary Fig. 6b), and were therefore analogous to the processes upregulated in H1299 cells after 28 days of DOX treatment.

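In MDA-MB-231 cells at day 28, 39 of 49 interferon-stimulated genes were above zero, with a median log2 fold change of 0.10. Leaving out 1 library, the median ran from 0.04 (without −DOX replicate 3) to 0.28 (without −DOX replicate 1). With the replicate block 7 rose and 2 fell by edgeR (11 and 2 when adjusted over the list alone). IFI44L rose by 0.89 (standard error 0.143) and IFI44 by 0.63 (standard error 0.0718) (edgeR adjusted p = 0.00231 and 2.6e-04 with the block, n = 3 per group). Of 29 cytokine receptors and ligands 7 rose (11 over the list alone, median 0.20), among them IL27RA with 0.53 (standard error 0.0673) and IL13RA1 with 0.40 (standard error 0.0667). Of 19 genes of MHC class I antigen presentation 5 rose (7 over the list alone, median 0.15). The camera adjusted p with the block was 2.7e-06, 9.0e-06 and 2.1e-06 for these groups in turn. With an estimated correlation, which has little power on so few libraries, the adjusted p was 0.342 for each. Without the block edgeR called none of their members (4, 6 and 2 higher at an unadjusted p under 0.05, and 1, 1 and 0 by DESeq2), and the camera adjusted p was 5.7e-05, 1.5e-04 and 3.4e-05 (0.481, 0.422 and 0.409 as adjusted p with an estimated correlation).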

Moreover, we performed RNA-seq analyses of differential gene expression in *BRCA2*^−/−^ versus *BRCA2*^+/+^ DLD1 cells (Supplementary Fig. 7). Pathway deregulation score analyses^22^ of the REACTOME database using the top upregulated genes in *BRCA2*^−/−^ DLD1 cells identified interferon signaling, cytokine signaling, and immune response as the highest scoring pathways.

### Induction of immune response genes in BRCA2-deficient cells

Long-term BRCA2 inactivation in H1299 and MDA-MB-231 human cells led to upregulation of common immune processes. To facilitate experimental validation for these findings, we identified common genes induced in both cell lines after 28 days of DOX treatment (Fig. 3a). 

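SLC46A3, which carries catabolites out of the lysosome, was the 1 gene higher by more than 0.3 in both lines at day 28 with the replicate block in MDA-MB-231 alone, with a log2 fold change there of 0.56 (standard error 0.115, edgeR adjusted p = 0.0130 with the block, n = 3 per group). The block in that line alone was not among the planned fits of this count. Without the block, 9 genes rose in H1299 and 1 in MDA-MB-231 among the 13665 genes tested in both, and edgeR called 0 in both, where 6.6e-04 would be shared by independent lists. With the block in both lines edgeR called 24 genes, 15 of them in Table 1. In H1299 at day 28, 2 of 3 replicate pairs passed the pairing check used here (correlations of 0.461, 0.0902 and 0.373), so pairing there is not excluded. DESeq2 called 8 genes in both lines, and 28 with the block, a fit chosen after the values were seen. Without H1299 −DOX replicate 1, MMP1 was called in both. The genes with an unadjusted p under 0.05 were 1743 in H1299 and 783 in MDA-MB-231 in either direction.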

We intersected the list of genes significantly upregulated in H1299 and MDA-MB-231 cells at day 28 (FDR < 0.05) and further filtered the high-confidence hits using Log_2_(Fold Change) > 0.3. This analysis identified 28 genes upregulated in both cell lines (Table 1), which showed enrichment in gene ontology processes, including cytokine signaling, type I interferon response and immune response (Fig. 3b).

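All 28 genes of Table 1 had a positive log2 fold change at day 28 in both cell lines, with a median of 0.81 in H1299 and 0.54 in MDA-MB-231. By edgeR 2 rose in H1299 (26 when adjusted over the list alone). In MDA-MB-231, 20 rose with the replicate block (28 over the list alone) and 0 without it (17 over the list alone, 18 at an unadjusted p under 0.05, 6 by DESeq2). ADGRG1, an adhesion G protein-coupled receptor, had 0.79 (standard error 0.126, adjusted p = 0.0713) in H1299 and 0.70 (standard error 0.0720) in MDA-MB-231, where edgeR gave an adjusted p of 1.1e-04 with the block (n = 3 per group). CHPF, which polymerizes chondroitin, had 1.05 (standard error 0.207, adjusted p = 0.130) in H1299 by edgeR and 0.57 (standard error 0.0562) in MDA-MB-231 (adjusted p = 8.3e-05 with the block). ENG, a coreceptor of TGF-beta, had 1.06 (standard error 0.175) and 0.63 (standard error 0.0748), and the filamin-binding protein FBLIM1 1.16 (standard error 0.400) and 1.29 (standard error 0.191). The p53 target CDKN1A had 0.55 (standard error 0.112) and 0.63 (standard error 0.177), and the heme oxygenase HMOX1 0.47 (standard error 0.131) and 0.93 (standard error 0.253). At day 4, 10 of the 28 already rose in H1299 by edgeR (13 over the list alone). The camera adjusted p at day 28 was 2.9e-31 in H1299, which held with an estimated correlation (adjusted p = 0.0384), and 3.2e-28 in MDA-MB-231 with the block (adjusted p = 0.277 with an estimated correlation). The study chose these genes on these samples, so they are not independent evidence of the direction.

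**Figure D3:**
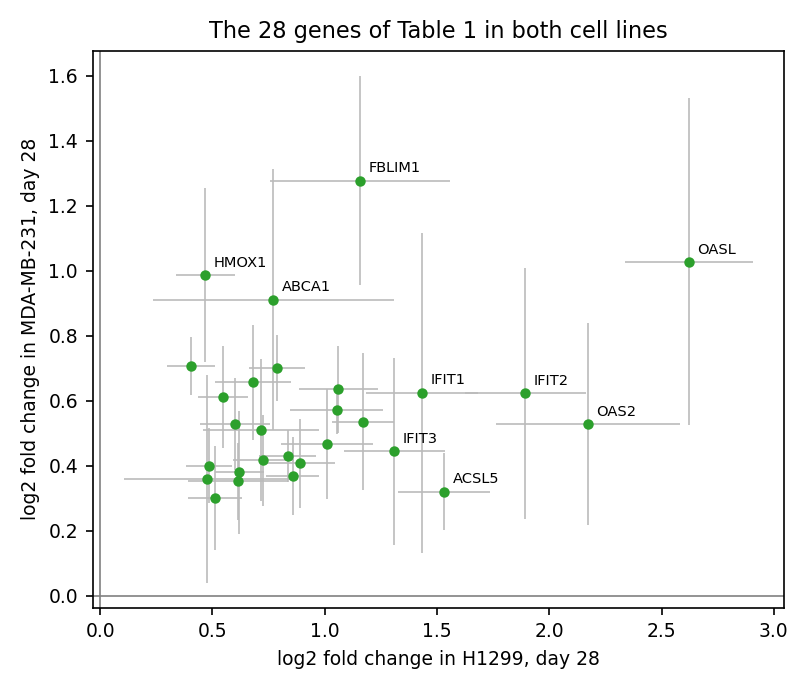
Log2 fold change with DOX at day 28 of the genes of Table 1 in H1299 and MDA-MB-231 cells carrying the BRCA2 shRNA, from 3 libraries per group. Bars are ± 1 standard error, and all 28 genes lie above zero in both lines.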

**Fig. 3:**
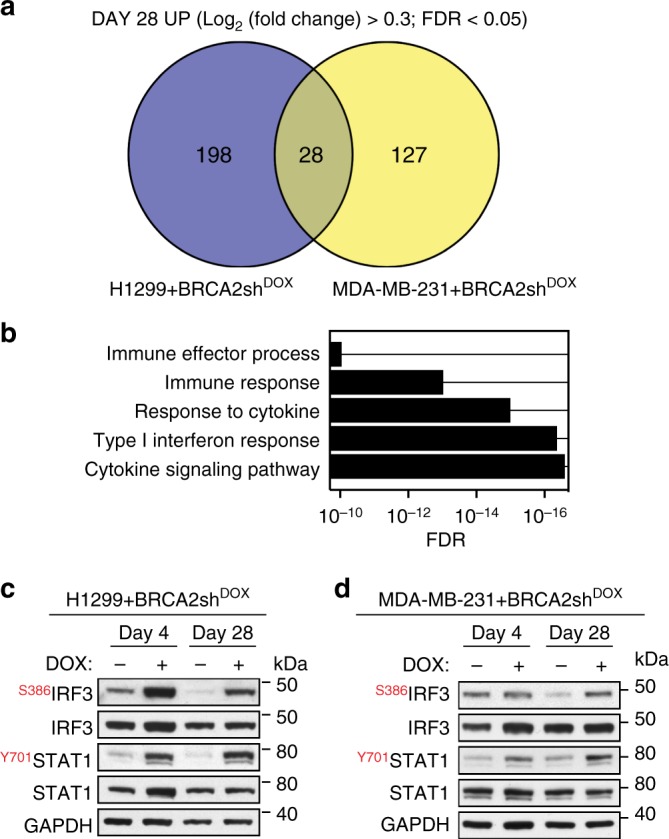
Upregulation of innate immune response genes in BRCA2-deficient human cells. **a** Venn diagram of common genes upregulated in H1299 and MDA-MB-231 human cells, upon chronic (28 days) DOX-induced BRCA2 depletion. **b** Gene set enrichment analysis (Gene Ontology—Biological Process database) of the 28 genes upregulated upon chronic BRCA2 inactivation in both H1299 and MDA-MB-231 cells. **c**, **d** Whole-cell extracts prepared after 4 and 28 days of DOX treatment were immunoblotted as indicated. GAPDH was used as a loading control. Phosphorylation site are indicated in red

**Table 1:** List of 28 genes commonly upregulated in H1299 and MDA-MB-231

Gene	H1299				MDA-MB-231			
	LFC_d4	FDR_d4	LFC_d28	FDR_d28	LFC_d4	FDR_d4	LFC_d28	FDR_d28
IFIT1*	−0.37	7.3E−02	1.44	9.7E−09	−0.32	4.2E−01	0.71	2.5E−05
IFIT2*	−0.04	9.3E−01	1.89	8.3E−15	−0.39	2.7E−01	0.70	5.1E−04
IFIT3*	−0.13	6.7E−01	1.30	1.2E−09	−0.23	3.7E−01	0.47	1.1E−03
OAS2*	0.43	NA	2.16	1.5E−02	0.23	8.5E−01	0.58	4.2E−02
OASL*	0.06	9.4E−01	2.60	7.7E−08	−0.04	NA	1.19	1.7E−02
ISG15*	−0.19	4.5E−01	0.88	1.2E−04	−0.07	9.5E−01	0.40	8.1E−04
IL13RA1*	0.33	4.3E−02	0.48	2.4E−02	0.25	2.0E−01	0.40	2.6E−03
IL27RA*	0.51	8.7E−03	0.60	1.7E−02	0.15	8.4E−01	0.53	2.7E−04
IL4R*	0.31	1.4E−01	0.86	3.8E−06	0.10	8.7E−01	0.37	2.1E−03
JAG1*	0.38	1.1E−01	1.02	7.9E−06	0.22	1.0E−01	0.46	1.3E−08
HLA-B*	0.07	7.8E−01	0.62	7.2E−05	0.10	7.2E−01	0.40	2.0E−05
HLA-C*	0.09	7.0E−01	0.51	7.0E−03	0.06	9.4E−01	0.30	2.0E−02
HMOX1*	0.49	1.4E−03	0.48	4.8E−02	−0.09	9.5E−01	0.92	4.2E−02
*QPCT*	0.06	8.6E−01	0.66	2.1E−02	0.41	4.8E−01	0.67	6.6E−03
*SLC46A3*	0.20	5.1E−01	1.17	1.5E−07	0.05	9.9E−01	0.56	2.6E−02
*SMPD1*	0.51	1.6E−03	0.84	7.9E−05	0.22	5.3E−01	0.43	4.5E−03
*NEU1*	0.23	1.7E−01	0.59	3.4E−03	0.08	9.1E−01	0.35	9.8E−04
*ABCA1*	0.78	8.0E−04	0.85	1.6E−02	0.54	NA	0.94	1.9E−02
*ACSL5*	0.50	NA	1.54	6.1E−04	0.19	1.8E−01	0.33	4.3E−03
*ADGRG1*	0.83	2.1E−06	0.79	5.3E−04	0.48	2.1E−02	0.70	2.2E−06
*CALB2*	0.24	4.5E−01	0.73	1.6E−02	0.28	2.0E−01	0.43	4.5E−02
*CDKN1A*	0.05	8.9E−01	0.55	6.7E−03	0.13	7.8E−01	0.64	4.5E−02
*CHPF*	0.61	7.2E−06	1.05	1.0E−08	0.26	6.9E−02	0.57	5.4E−08
*COL6A1*	0.37	1.9E−03	0.40	3.7E−02	0.25	4.5E−01	0.71	9.7E−09
*ENG*	0.69	5.4E−03	1.05	2.9E−03	0.20	7.4E−01	0.63	8.6E−05
*FBLIM1*	0.58	1.0E−03	1.22	4.1E−06	−0.01	NA	1.30	2.3E−02
*HIST1H2BD*	0.23	3.4E−01	0.73	4.5E−03	−0.14	9.2E−01	0.52	1.3E−02
*ID3*	−0.23	2.1E−01	0.58	2.2E−02	0.17	8.4E−01	0.37	8.7E-03

Asterisk indicates cytokine signaling, type I interferon response and immune response genes; LFC, Log (Fold Change)

In BRCA2-deficient cells, replication fork instability and nucleolytic degradation inflict replication-associated DNA damage, which conceivably cause micronuclei accumulation and activate cGAS-dependent innate immune responses (Fig. 2f). Phosphorylation of STAT1 at Tyr701 is routinely used as a marker for activation of cytokine signaling^21^, including interferon type I^23^ in response to cytosolic DNA. Consistent with this, we observed enhanced STAT1 Tyr701 phosphorylation (Fig. 3c) in BRCA2-deficient relative to BRCA2-proficient H1299 cells, after 4 or 28 days of DOX treatment (Fig. 3c). IRF3 phosphorylation at Ser386, indicative of its nuclear translocation^24^, was also induced by BRCA2 depletion. We detected a similar response upon BRCA2 inactivation in MDA-MB-231 cells (Fig. 3d).

Thus, BRCA2 inhibition in human cells activates DNA damage responses and stimulates innate immune gene expression, as previously reported for DNA damaging agents^21,23^ and SAMHD1 inactivation^20^.

### Cytosolic DNA accumulation triggers innate immune responses

We next used quantitative RT-PCR to validate the induction of interferon response genes identified with RNA-seq analyses. We evaluated the dynamics of immune response gene expression by monitoring changes in mRNA levels over a 28-day period (Fig. 4a). mRNA levels of ISGs (*IFIT1*, *IFIT2*, *IFIT3*, *IFI6*, *OAS1*, *OAS2*, and *ISG15*) and cytokine signaling gene (*TNFRSF1B*) were measured at 2-day intervals, both in BRCA2-proficient and -deficient cells. Expression of all genes monitored in this manner increased gradually during chronic BRCA2 inactivation in H1299 cells. Cytosolic DNA accumulated in the same temporal manner, suggesting a correlation between the two events.

**Fig. 4:**
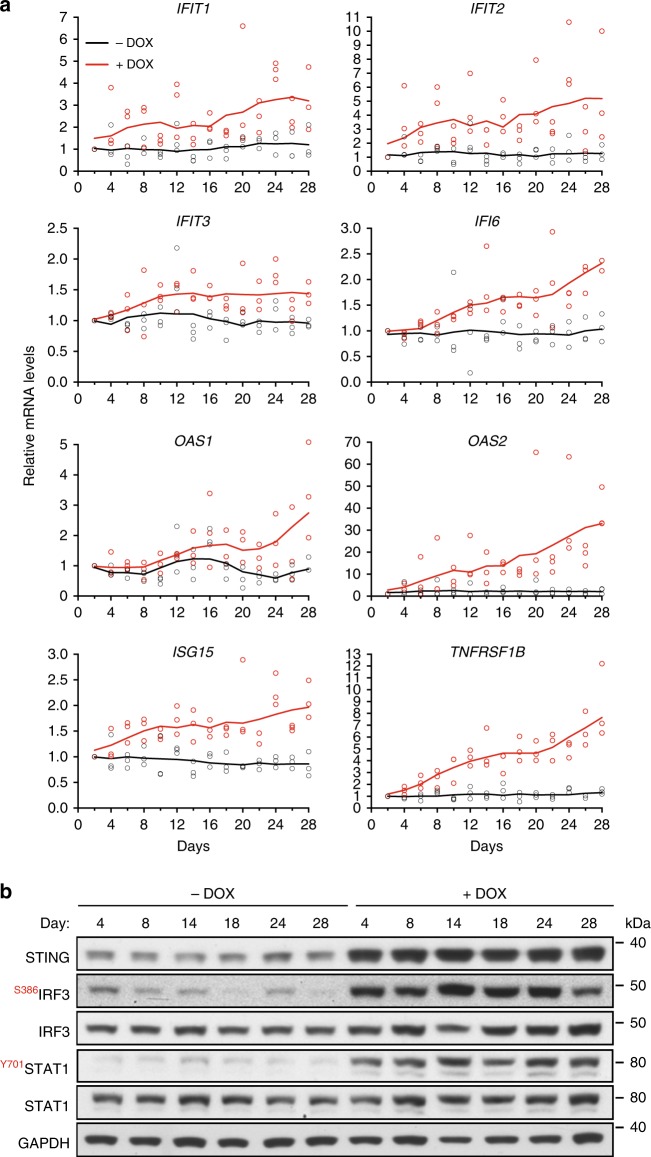
Time course of innate immune response activation in BRCA2-deficient cells. **a** H1299 cells expressing a DOX-inducible BRCA2 shRNA were grown in the presence or absence of DOX for 28 days. Cells collected every 2 days were subjected to quantitative RT-PCR analyses using primers specific for indicated genes. mRNA levels were expressed relative to the gene encoding β-actin and to day 2 (2^−ΔΔCT^). *n* = 3 independent experiments, each performed in triplicates. Each dot represents a single replicate. **b** Whole-cell extracts prepared at indicated times after DOX addition were immunoblotted as shown. GAPDH was used as a loading control. Phosphorylation sites are indicated in red

Additionally, DOX-induced BRCA2 depletion triggered STAT1 phosphorylation at Tyr701 and IRF3 phosphorylation at Ser386 (Fig. 4b). These phosphorylation events preceded upregulation of the innate immune response genes, consistent with the roles of IRF3 and STAT1 in promoting transcription of the ISGs. Interestingly, STING protein levels were also markedly increased upon BRCA2 abrogation, while no significant change was detected in its mRNA levels. This may reflect stabilization of this protein, possibly by inhibition of its proteolytic degradation^25^.

Short-hairpin RNA (shRNA)-mediated interference is known to induce innate immune responses^26^. In order to assess whether the immune response detected in our system is due to BRCA2 abrogation per se or to non-specific shRNA accumulation, we evaluated interferon gene expression in two additional cell lines carrying DOX-inducible shRNAs against ERK1 or ERK2 (Supplementary Fig. 8). Expression of shRNAs targeting BRCA2, ERK1, or ERK2 was induced with DOX over a 28-day period. The mRNA levels of ISGs *IFIT1*, *IFIT2*, *OAS1*, or *OAS2* were measured using quantitative RT-PCR at day 4 and day 28, in DOX-treated and untreated control cells (Supplementary Fig. 8a). We observed upregulated immune gene expression only upon BRCA2 shRNA induction. ERK1 and ERK2 shRNA were effectively induced, as shown by reduction in protein levels detected in immunoblot analyses (Supplementary Fig. 8b). Moreover, IRF3 or STAT1 phosphorylation, a signature of interferon signaling activation, was only detected in cells expressing BRCA2 shRNA (Supplementary Fig. 8b). These results indicate that the innate immune response is specifically triggered by loss of BRCA2 and not as a consequence of shRNA accumulation.

We further investigated whether the cGAS-STING pathway was critical for induction of innate immune responses upon loss of BRCA2. Inhibition of STING using siRNA suppressed upregulation of the ISGs (Supplementary Fig. 9a) and correspondingly attenuated phosphorylation of IRF3 or STAT1 in BRCA2-depleted cells (Supplementary Fig. 9b). Consistent with the concept that cGAS-STING activation and interferon signaling triggers JAK/STAT-dependent gene expression, we found that siRNA-mediated STAT1 depletion decreased the mRNA levels of ISGs (Supplementary Fig. 9c). The effect of STAT1 abrogation was relatively mild due to the fact that cells were treated with STAT1 siRNA after 28 days of DOX treatment. In contrast, treatment with STING siRNA commenced concomitantly with DOX addition.

### PARP inhibitors potentiate the innate immune response in vitro and in vivo

To establish the clinical relevance of our results, we investigated the immune response gene expression in BRCA2-deficient ovarian serous cystadenocarcinomas using mRNA expression data available in The Cancer Genome Atlas (TCGA; Fig. 5). Differential expression analysis was performed on the subset of *BRCA2*-deleted (*BRCA2*^*del*^, *n* = 4; Fig. 5a) and *RAD51*-deleted (*RAD51*^*de*l^, *n* = 11; Fig. 5b) tumors relative to cases with median *BRCA2* or *RAD51* mRNA levels (*BRCA2*^*median*^ or *RAD51*^*median*^, *n* = 145). Out of the list of eight genes validated by quantitative RT-PCR, the seven ISGs (*IFIT1*, *IFIT2*, *IFIT3*, *IFI6*, *OAS1*, *OAS2*, and *ISG15*) had higher mRNA levels in *BRCA2*^*del*^ or *RAD51*^*del*^ compared with control tumors. Similar upregulation of these genes was found in tumors carrying deletions of HR genes *BRCA1*, *BRCA2*, *RAD51*, and *PALB2* relative to tumors with median HR gene mRNA levels within the TCGA cohort (Supplementary Fig. 10). These results suggested that upregulation of this subset of innate immune response genes upon chronic inactivation of *BRCA2* observed in vitro is recapitulated in HR-deficient ovarian human tumors.

**Fig. 5:**
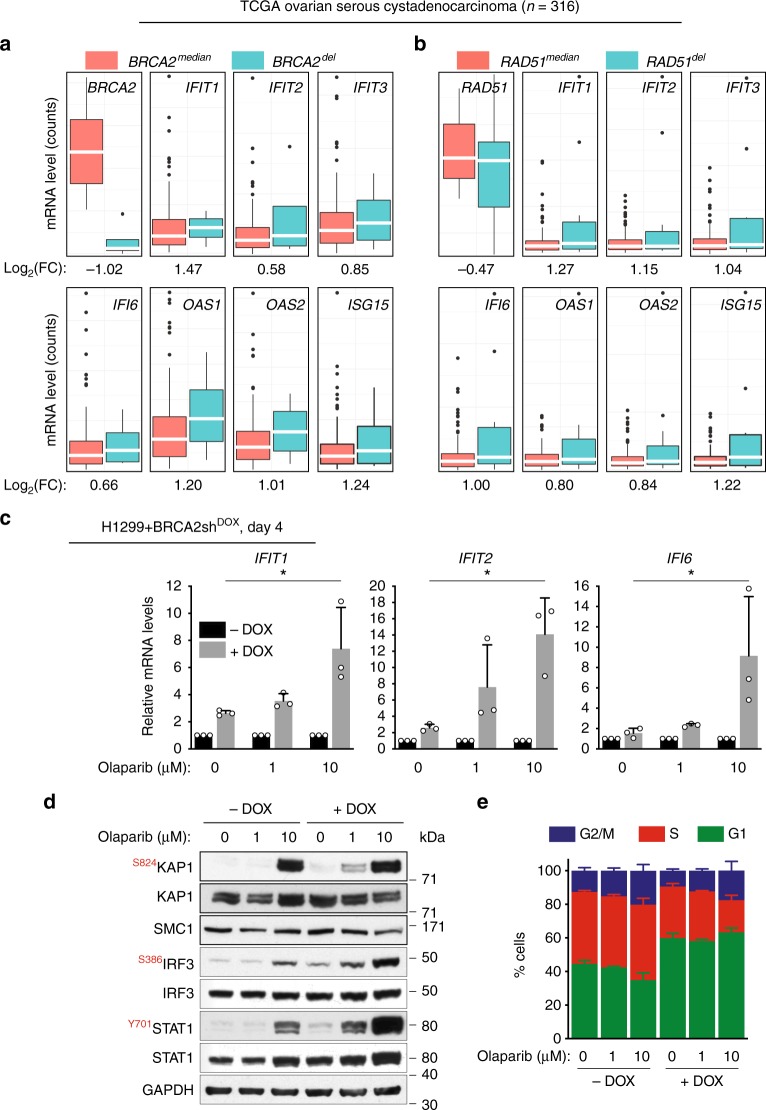
ISG induction in HR-deficient human cells and tumors and olaparib impact on this process. **a** Upregulation of innate immune response genes in *BRCA2*-deleted ovarian tumors (*n* = 4) versus tumors with median *BRCA2* mRNA expression (*n* = 145). **b** Upregulation of innate immune response genes in *RAD51*-deleted ovarian tumors (*n* = 11) versus tumors with median *RAD51* mRNA expression (*n* = 145). Dots in graphs represent individual tumors. Middle line (white), median; box limits 25 and 75 percentiles; whiskers, minimum and maximum values. **c** H1299 cells expressing a DOX-inducible BRCA2 shRNA were grown in the presence or absence of DOX for 4 days. Then, olaparib (1 or 10 µM) was added for 72 h, followed by quantitative RT-PCR analyses. Primers specific for the indicated genes were used. mRNA levels were expressed relative to the gene encoding β-actin and to untreated (−DOX) control cells (2^−ΔΔCT^). Error bars represent SD of *n* = 3 independent experiments. *, *p* < 0.05 (unpaired two-tailed *t* test). **d** Whole-cell extracts from cells treated as in (**c**) were immunoblotted as shown. GAPDH and SMC1 were used as loading controls. Phosphorylation sites are indicated in red. **e** Cells treated as in (**c**) were pulse-labeled with EdU for 30 min. Frequency of cells in G1, S, and G2/M stages of the cell cycle were determined using FACS analyses of EdU incorporation and propidium iodide staining. Error bars represent SD of *n* = 3 independent experiments

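IFIT1 and IFIT2, which bind viral RNA, had a log2 fold change at day 28 in MDA-MB-231 cells, fitted with the replicate block, of 0.69 (standard error 0.156) and 0.68 (standard error 0.179) for n = 3 per group. OAS2 had 0.56 (standard error 0.119) and ISG15 0.41 (standard error 0.0549). The edgeR adjusted p was 0.0127 for OAS2 and 7.9e-04 for ISG15, which rose, and 0.0842 and 0.119 for IFIT1 and IFIT2, which did not pass. Without the block the edgeR adjusted p of these genes ran from 0.796 to 0.999. DESeq2 with the block, a fit chosen after the values were seen, called all of them higher in both lines. The difference between the lines was tested by an interaction term in edgeR without the block, so the pairing of the MDA-MB-231 libraries did not enter this test. The log2 fold change in H1299 exceeded that in MDA-MB-231 by 0.82 (standard error 0.604, adjusted p = 1.00) for IFIT1, 1.29 (standard error 0.513, adjusted p = 0.773) for IFIT2, 1.66 (standard error 0.543, adjusted p = 0.627) for OAS2 and 0.50 (standard error 0.210, adjusted p = 0.823) for ISG15, and none of these differences passed edgeR's test. Over 50 interferon-stimulated genes, 38 had a larger log2 fold change in H1299, with a median difference of 0.34. Of these 0 passed over all genes (14 at an unadjusted p under 0.05 and 4 by DESeq2) and 5 when adjusted over the list alone (camera adjusted p = 6.0e-07, and adjusted p = 0.478 with an estimated correlation). Over all genes the response at day 28 differed between the lines for 8 genes, 190 without replicate 1 and 0 without replicate 2 or 3, and for 149 with the replicate block and 103 by DESeq2.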

Notably, four of the ISGs (*IFIT1*, *IFIT2*, *OAS2*, and *ISG15*) were also upregulated in the MDA-MB-231 cells lacking BRCA2 after 28 days of DOX treatment (Table 1), albeit at lower levels than in H1299 cells. This result may reflect transcriptional regulation specific to the breast tumor from which this cell line originates.

Small molecule inhibitors of poly[ADP-ribose] polymerase (PARP) have been recently approved for clinical treatment of BRCA1- and BRCA2-deficient ovarian and breast cancers^27,28^. The molecular mechanisms of selective targeting of BRCA-deficient cells and tumors by PARP inhibitors has been investigated extensively. Trapping of the PARP1 on DNA ends obstructs replication fork progression leading to accumulation of single strand breaks, which are converted into lethal DSB lesions^29–32^.

Induction of DNA damage by PARP inhibitors prompted us to investigate whether treatment of BRCA2-deficient cells with these drugs could also impact on the interferon response. To address this, we treated H1299 cells with DOX for 4 days to induce BRCA2 depletion. Under these conditions, we did not detect upregulation of ISGs using quantitative RT-PCR (Fig. 4a). However, incubation with 1 or 10 µM olaparib for 72 h induced a dose-dependent increase in the mRNA levels of ISGs (Fig. 5c). Consistent with these results, olaparib also triggered phosphorylation of IRF3 and STAT1 in a dose-dependent manner in the BRCA2-deficient cells (Fig. 5d). Surprisingly, the same phosphorylation events were detected in BRCA2-proficient cells treated with 10 µM olaparib. We thus monitored DNA damage induction through detection of KAP1 phosphorylation at S824, a well-characterized marker for DSB and ATM activation (Fig. 5d). Treatment with 10 µM, but not 1 µM olaparib triggered KAP1 phosphorylation in BRCA2-proficient cells, while DNA damage induction was detected in BRCA2-deficient cells treated with both 1 and 10 µM olaparib (Fig. 4d). We concluded that BRCA2-deficient cells are more susceptible to DNA damage induced by olaparib, which mediates rapid activation of the innate immune responses, even after 4 days of BRCA2 depletion.

We next monitored the impact of olaparib treatment on the cell cycle profile of BRCA2-proficient and -deficient cells (Fig. 5e). As previously reported^4^, BRCA2 inactivation for 4 days promoted cell cycle arrest in G1 and reduced the frequency of cells in S and G2/M stages of the cell cycle. We observed that olaparib treatment did not affect G1, however, it increased the proportion of BRCA2-deficient cells in G2/M. In particular, treatment with 10 µM olaparib reduced the S-phase cell population, while increasing the frequency of cells in G2/M. This is consistent with a previous study^33^, which reported that treatment of BRCA1-deficient cells with 10 µM olaparib accelerates replication fork progression leading to G2/M accumulation.

To address whether the innate immune response triggered by BRCA inactivation in vitro can be recapitulated in vivo, in the tumor context, we established orthotopic xenograft tumors by injecting BRCA1-compromised MDA-MB-436 mammary breast cancer cells^34^ into the mammary fat pad of CB17/SCID mice (Fig. 6a, b). These cells carry a 5396 + 1G > A mutation in *BRCA1*^34^, which abrogates BRCA1 protein expression. Treatment with the PARP inhibitor talazoparib triggered ISG expression in these BRCA1-deficient tumours, as demonstrated by quantitative RT-PCR analysis of tumor RNA.

**Fig. 6:**
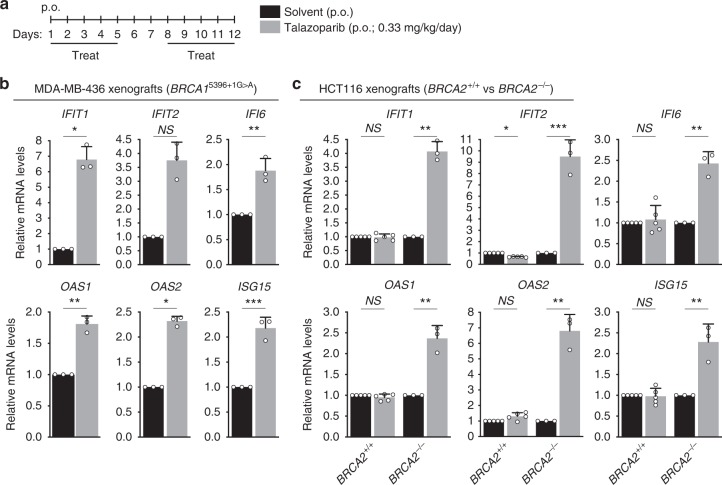
Effect of PARP inhibitor on ISG expression in BRCA1/2-deficient tumors. **a** Schematic representation of tumor treatment. Tumor-bearing mice were treated on indicated days with PARP inhibitor talazoparib or with solvent control, both orally administered (p.o.). Total RNA was prepared from tumors collected at the end of the treatment. **b** BRCA1-deficient MDA-MB-436 human cells (1 × 10^6^) were injected into the mammary fat pad and **c** HCT116 (*BRCA2*^+/+^ or *BRCA2*^−/−^) human cells (3 × 10^6^) were injected intramuscularly into the hind leg muscles of CB17/SCID mice and allowed to generate tumors which were then treated as in (**a**). mRNA levels of indicated genes were determined using quantitative RT-PCR analyses and were expressed relative to the gene encoding β-actin (**b**) or GAPDH (**c**) and to solvent-treated control tumors (2^−ΔΔCT^). Error bars represent SD of *n* = 3 (**b**, **c** *BRCA2*^−/−^) or *n* = 5 (**c**, *BRCA2*^+/+^) tumors, for which quantitative RT-PCR reaction was performed in triplicates. *NS*, *p* > 0.05; *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001 (unpaired two-tailed *t* test)

We established a second xenograft model using isogenic *BRCA2*^+/+^ and *BRCA2*^−/−^ human colorectal carcinoma HCT116 cells^35^ (Fig. 6c). ISGs were upregulated specifically in tumors derived from *BRCA2*^−/−^, but not *BRCA2*^+/+^ cells, upon talazoparib treatment. These results support the notion that PARP inhibitors elicit an innate immune response in BRCA1- or BRCA2-deficient xenograft tumors.

## Discussion

Although not lethal, BRCA2 inactivation in cancer-derived human cells significantly slows down cell proliferation. This indicates that cells can adapt to loss of BRCA2 and to the perturbations in cell physiology this entails. Here we explored the changes in transcriptome associated with BRCA2 abrogation and defined distinct transcriptional alterations, evolving from an early, acute response, to a late, chronic response. The former was characterized primarily by decreased mRNA levels of genes required for cell cycle progression, chromosome segregation, DNA repair and replication, consistent with previously reported roles for BRCA2 in replication fork stability and DNA repair^1^. EdU incorporation analyses revealed that these transcriptional changes are associated with accumulation of BRCA2-deficient cells in G1 and with low levels of entry/progression through S and G2/M phases of the cell cycle. Slowing down these processes may be conducive for activation of alternative, BRCA2-independent mechanisms of fork protection and re-start, which, in the long-term, sustain cell survival.

The late, chronic response to BRCA2 inactivation consisted of upregulation of interferon-regulated innate immune response genes. Initially identified as a mechanism of defense against pathogens by blocking viral infections and priming adaptive immune responses^36^, the innate immune response can also be enlisted to counteract tumor progression^14^. Genomic DNA is evicted into the cytoplasm as a consequence of the genomic instability intrinsic to most tumors. Cytoplasmic DNA assembles into micronuclei where it is recognized as pathogenic by the DNA sensor cGAS, which triggers STING activation (Fig. 7). This, in turn, facilitates phosphorylation and nuclear translocation of interferon response factors (e.g., IRF3), which drive transcription of the interferon response genes. Secreted interferon acts similarly to other cytokines to activate signaling pathways, in particular the JAK/STAT1 pathway, within the same cell (autocrine response) or in adjacent cells (paracrine response), resulting in ISG induction. ISG upregulation can also be triggered by ionizing radiation^21^ and chemotherapeutic drugs (e.g., cisplatin, MMC)^23^ and requires passage through mitosis with associated micronuclei formation^19,21^.

**Fig. 7:**
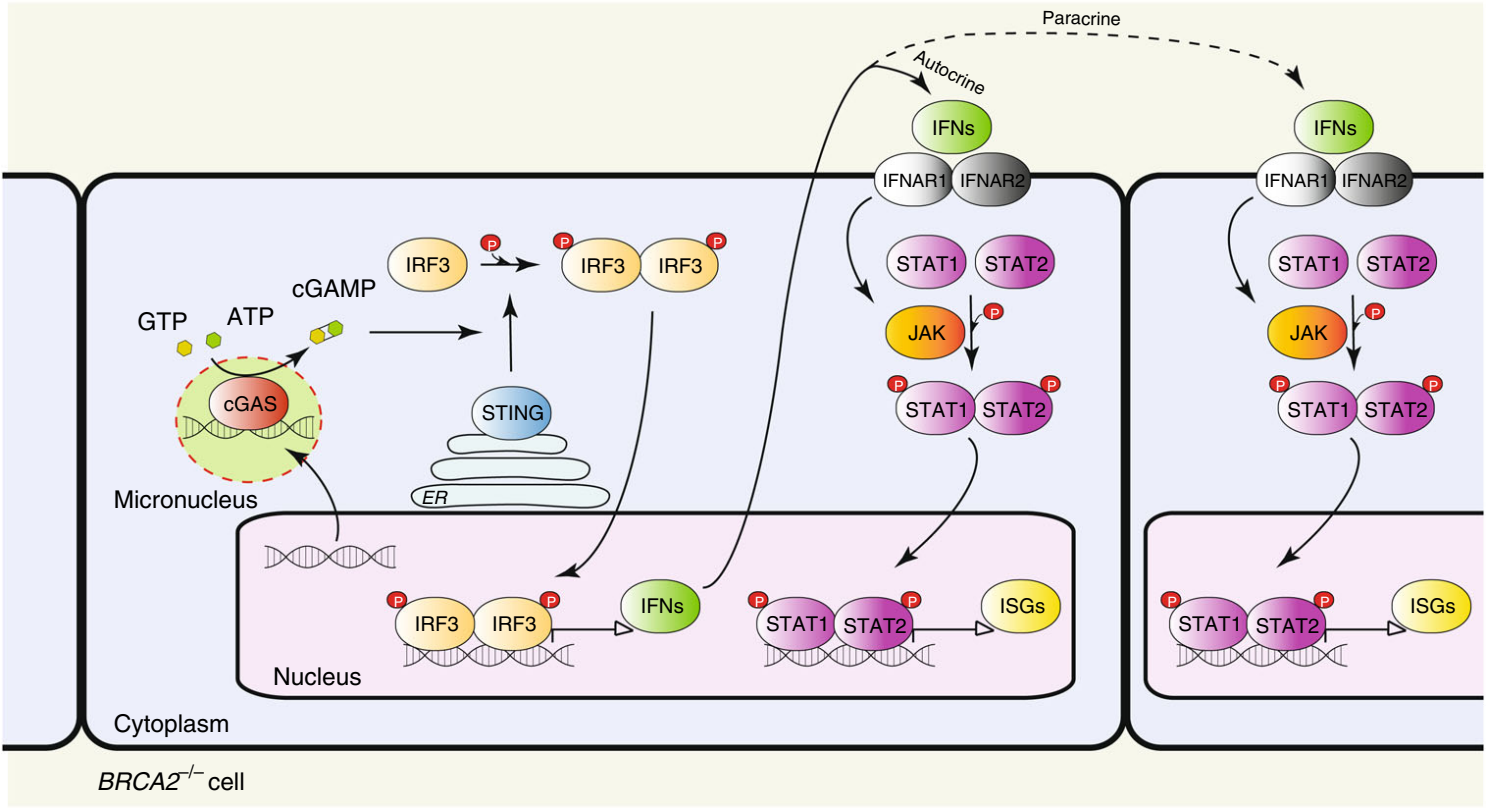
Model of innate immune response activation in BRCA2-deficient cells. Intrinsic replication stress and unrepaired DSBs cause genomic instability leading to release of DNA into the cytosol. Cytosolic DNA assembles into micronuclei, where it binds to and activates cyclic GMP-AMP synthase (cGAS), a cytosolic DNA sensor. cGAS catalyzes the synthesis of cyclic GMP-AMP (cGAMP), which binds to and activates STING (stimulator of interferon genes). STING promotes TBK1-dependent phosphorylation of interferon response factor 3 (IRF3), which translocates into the nucleus as a homodimer to induce transcription of type I interferon. Secreted interferon binds to transmembrane receptors and elicits autocrine and paracrine signaling, both mediated by the JAK-STAT pathway. Janus kinases (JAKs) phosphorylate signal transducer and activator of transcription 1 (STAT1) and 2 (STAT2), which enter the nucleus as a heterodimer to initiate transcription of interferon-stimulated genes (ISGs). ER, endoplasmic reticulum

Here we demonstrate that the mRNA levels of ISGs are enhanced by chronic BRCA2 inactivation. We previously reported that severe replication stress^5^ and persistent DNA damage associated with loss of BRCA2 result in aberrant chromosome segregation^4^. The data presented here show that chronic BRCA2 abrogation leads to micronuclei formation, which recruit the cytosolic DNA sensor cGAS. Conceivably, cGAS activation triggered interferon signaling, as suggested by the phosphorylation of STAT1 and IRF3, which led to induction of ISG expression. Consistent with this hypothesis, transcriptional upregulation of these genes was STING- and STAT1-dependent (Supplementary Fig. 9) and STAT1 Tyr701 phosphorylation, required for its nuclear translocation and activation, is detectable from the early stages of BRCA2 depletion (Fig. 5b).

How the innate immune response activation impacts on the long-term survival of BRCA2-deficient cells and tumors remains to be elucidated. In our in vitro system, the interferon response induced upon chronic BRCA2 inactivation is associated with partial restoration of cell cycle progression (Fig. 5c). Upregulation of immune signaling factors known to promote cell proliferation (e.g., TNFRSF1B, also known as TNFR2 or p75^37^) could account for the ability of BRCA2-deficient cells to survive. Prolonged cell survival in the absence of BRCA2 may potentiate the innate immune response, as successive rounds of DNA replication and chromosome segregation are likely to augment their genomic instability. Thus, that the early and late responses to BRCA2 inactivation are linked to each other: replication stress could slow down cell cycle progression and suppress the immune gene upregulation during the early stages of BRCA2 abrogation, while replication stress adaptation promotes cell cycle re-entry and triggers the immune response during the late stages.

In the tumor context, ensuing interferon responses may stimulate cytotoxic T-cell activation, analogous to the STING-dependent defense mechanisms elicited by viral infection^38^, which could be onco-suppressive. Studies using mouse models of tumorigenesis driven by *Brca2* abrogation^39^ must be conducted in order to evaluate this possibility. Conversely, it will be interesting to determine whether BRCA2-deficient tumors that became resistant to chemotherapy have also acquired the ability to escape immune detection.

A recent study has shown that PARP inhibitors inflict DNA damage and promote cGAS/STING pathway activation in vitro, independently of BRCA status^40^. Our results establish that olaparib accelerates upregulation of innate immune response genes specifically in BRCA1- or BRCA2-deficient tumors. Conceivably, the intrinsically high levels of DNA damage in BRCA2-deficient cells were further increased by olaparib, which thereby potentiated the innate immune response. In our study, the BRCA2-proficient xenograft tumors failed to mount an innate immune response upon PARP inhibitor treatment. This inconsistency with a previous study^40^ possibly reflects differences between the tumor models and/or the length of PARP inhibitor treatment.

Our discovery that the chronic response to BRCA2 inactivation is associated with innate immune response upregulation, potentiated by PARP inhibitors, has important therapeutic implications. First, it predicts that drugs that specifically kill BRCA2-deficient cells and tumors by inflicting DNA damage, may concomitantly trigger cytotoxic immune responses. To what extent the deleterious effects of these drugs entail immune response activation remains to be established. Second, it is possible that BRCA-compromised tumors, which become olaparib-resistant through restoration of DNA repair^41–43^ lose the capacity to mount innate immune responses. This tumor subset may be effectively targeted through therapeutic approaches that restore immune signaling.

## Methods

### Cell lines and growth conditions

Human non-small cell lung carcinoma H1299 cells and human invasive ductal breast cancer MDA-MB-231 cells, wild type (American Type Culture Collection) or carrying a doxycycline (DOX)-inducible BRCA2 shRNA^4^, were cultivated in monolayers in DMEM medium (Sigma) supplemented with 10% tetracycline free fetal bovine serum (Clontech). For induction of shBRCA2, 2 µg/mL DOX (D9891, Sigma) was added to growth medium. Human colorectal adenocarcinoma DLD1 cells, parental and *BRCA2*-mutated (Horizon Discovery^3^), were cultivated in monolayers in DMEM medium (Sigma) supplemented with 10% fetal bovine serum (Thermo Fisher Scientific) and 1% penicillin/streptomycin (Sigma).

### Immunoblotting

To prepare whole-cell extracts, cells were washed once in 1xPBS, harvested by trypsinization, washed in 1xPBS and re-suspended in SDS-PAGE loading buffer, supplemented with 0.1 mM DTT. Samples were sonicated and heated at 70 °C for 10 min. Equal amounts of protein (50–100 µg) were analyzed by gel electrophoresis followed by western blotting. NuPAGE-Novex 4–12% Bis-Tris and NuPAGE-Novex 3–8% Tris-Acetate gels (Life Technologies) were run according to manufacturer’s instructions. Uncropped scans are provided in the Source Data file.

### RNA-seq analyses

H1299, H1299+ shBRCA2^DOX^, MDA-MB-231, and MDA-MB-231+ shBRCA2^DOX^ were cultured in presence or absence of DOX for 4 or 28 days. Cells were collected for RNA extraction and processed using the RNeasy® Mini Kit (Qiagen, #74104) according to the manufacturer’s guidelines. RNA samples were quantified using RiboGreen (Invitrogen) on the FLUOstar OPTIMA plate reader (BMG Labtech) and the size profile and integrity analyzed on the 2200 or 4200 TapeStation (Agilent, RNA ScreenTape). RNA integrity number estimates for all samples were between 9.0 and 10.0. Input material was normalized to 1 µg prior to library preparation. Poly(A) transcript enrichment and strand specific library preparation were performed using TruSeq Stranded mRNA kit (Illumina) following manufacturer’s instructions. Libraries were amplified (15 cycles) on a Tetrad (Bio-Rad) using in-house unique dual indexing primers^44^. Individual libraries were normalized using Qubit and size profile was analyzed on the 2200 or 4200 TapeStation. Individual libraries were pooled together and pooled libraries were diluted to ~10 nM for storage. Each library aliquot was denatured and further diluted prior to loading on the sequencer. Paired end sequencing was performed using a HiSeq4000 75 bp platform (Illumina, HiSeq 3000/4000 PE Cluster Kit and 150 cycle SBS Kit), generating a raw read count of > 22 million reads per sample.

### RNA-seq data processing

Reads were aligned to the human reference genome (GRCh37) using HISAT2^45^ and duplicate reads removed using the Picard MarkDuplicates tool (Broad Institute). Reads mapping uniquely to Ensembl-annotated genes were summarised using featureCounts^46^. The raw gene count matrix was imported into the R/BioConductor environment^47^ for further processing and analysis. Genes with low read counts (less than ~10 reads in more than three samples) were filtered out, leaving sets of 14,000–15,000 genes to test for differential expression between conditions, depending on the samples considered.

### Differential expression analysis

The analyses were carried out using the R package DESeq2 version 1.18.1^48^. Unless otherwise stated, differentially expressed genes were identified based on two criteria: FDR (false discovery rate using Benjamini-Hochberg adjusted *p*-values) < 0.05 and absolute value of Log_2_(Fold Change) > 0.5. Differentially expressed genes were determined independently for the following human cell lines: DLD1 cells (parental vs *BRCA2*-mutated), H1299, MDA-MB-231, H1299 + shBRCA2^DOX^ and MDA-MB-231 + shBRCA2^DOX^, +DOX vs −DOX conditions, and two time points (4 days and 28 days). For each set of conditions, hierarchical clustering was performed for the top 500 differentially expressed genes using Euclidean distances. Intersections were used to identify differentially expressed genes common to various data sets.

### Gene set enrichment analysis

The GO and REACTOME pathway enrichment analyses were performed using the Gene Set Enrichment Analysis (GSEA) software^49^ with the Molecular Signatures Database collection. The NetworkAnalyst platform^17^ and the Cytoscape 3.5 software^50^ were used to visualize the first-order protein–protein interactions networks, based on the high-confidence (confidence score > 0.9 and experimental evidence required) STRING interactome database^18^.

### Pathway deregulation scores

The Pathifier algorithm^22^ calculates a pathway deregulation score (PDS) based on gene expression matrices for each sample. PDS represents the extent to which the activity of a given pathway differs in a particular test sample from the activity in the matched control. Gene sets were retrieved from the REACTOME database^51^ in GMT format and the R Bioconductor pathifier package version 1.16.0, along with custom R scripts were used to calculate deregulation scores of immune system related pathways in DLD1 *BRCA2*^−/−^ cells.

### TCGA data analysis

The Cancer Genome Atlas (TCGA) ovarian serous cystadenocarcinoma annotated mutation files were retrieved from the cBioPortal database (http://www.cbioportal.org/)^52^ for 316 samples. We analyzed mRNA expression by downloading 309 ovarian cases with RNA expression data using the R Bioconductor TCGAbiolinks package version 2.9.5^53^. Samples were split into *BRCA2*-deleted (*BRCA2*^*del*^) and -median (*BRCA2*^*median*^) groups. We determined that there were four *BRCA2* deep deletion cases within this cohort. The bulk samples were ranked according to *BRCA2* mRNA levels, allowing us to define a *BRCA2*^*median*^ subset of 145 samples. Differential expression analysis was performed for the *BRCA2*^*del*^ (*n* = 4) versus *BRCA2*^*median*^ (*n* = 145) tumor subset. Differential expression analysis was performed independently for *RAD51*^*del*^ (*n* = 11) tumors versus *RAD51*^*median*^ (*n* = 145) tumors.

In addition, we assessed differential expression in tumors carrying deletions of other genes encoding HR factors. Particularly, we found one *BRCA1*-deleted and one *PALB2*-deleted tumors and we analyzed these together with the four *BRCA2*-deleted and the eleven *RAD51*-deleted tumors within this cohort. For this analysis, samples were split into HR-deleted tumors (*n* = 17) and HR-proficient tumors (*n* = 257) with median *BRCA1/BRCA2/PALB2/RAD51* mRNA expression levels.

### siRNAs

Cells were transfected using Dharmafect 1 (Dharmacon). Briefly, 0.4–0.8 × 10^6^ cells were transfected with 40 nM siRNA (ON-TARGET plus human STAT1 SMART pool, L-003543-00-0005 or TMEM173 SMART pool, L-024333-00-0005; Dharmacon) by reverse transfection in 6- or 10-cm plates.

### Cell viability assays for population doubling

Cells were seeded in 96-well plates upon 3 or 27 days of DOX treatment. The next day (day 4 or day 28 after addition of DOX), viability was determined using resazurin-based assays. Cells were incubated with 10 μg/mL resazurin (R7017, Sigma-Aldrich) in growth medium at 37 °C for 2 hours. Fluorescence was measured (544 nm excitation and 590 nm emission) using POLARstar Omega plate reader (BMG Labtech). This was repeated at 2-day intervals and values were reported to the first measurement.

### Quantitative PCR (qPCR)

For RNA reverse transcription, the Ambion Kit Power SYBR™ Green Cells-to-CT™ Kit (#4402954) was used according to manufacturer’s instructions. Resulting complementary DNA was analyzed using SYBR Green technology in the QuantStudio 5 Real-Time PCR System. After normalization to *β-actin* or *GAPDH*, gene expression was calculated^54^ relative to untreated control cells, as 2^−ΔΔCT^. The following primer pairs were used: *IFIT1*, forward TAC CTG GAC AAG GTG GAG AA and reverse GTG AGG ACA TGT TGG CTA GA; *IFIT2*, forward TGT GCA ACC TAC TGG CCT AT and reverse TTG CCA GTC CAG AGG TGA AT; *IFIT3*, forward CTT CAG TAT TTA CTT GAG GCA GAC and reverse CTT GGT GAC CTC ACT CAT GAC; *IFI6*, forward TCG CTG ATG AGC TGG TCT GC and reverse ATT ACC TAT GAC GAC GCT GC; *OAS1*, forward CGC CTA GTC AAG CAC TGG TA and reverse CAG GAG CTC AGG GCA TA; *OAS2*, forward TCC AGG GAG TGG CCA TAG and reverse TCT GAT CCT GGA ATT GTT TTA AGT C; *ISG15*, forward GCG AAC TCA TCT TTG CCA GTA and reverse CCA GCA TCT TCA CCG TCA G; *TNFRSF1B*, forward CGG GAG CTC AGA TTC TTC CC and reverse GTC TCC AGC TGT GAC CGA AA; *β*-actin, forward ATT GGC AAT GAG CGG TTC and reverse GGA TGC CAC AGG ACT CCA T; GAPDH, forward GAC AGT CAG CCG CAT CTT CT and reverse ACC AAA TCC GTT GAC TCC GA.

### EdU incorporation in asynchronous cells

To label replicated DNA, cells were incubated with 25 µM EdU for 30 min. Samples were collected by trypsinization and fixed using 90% methanol. Incorporated EdU was detected using the Click-iT EdU Alexa Fluor 647 Flow Cytometry Assay Kit (C10634, Invitrogen) according to manufacturer’s instructions. Cells were re-suspended in 1xPBS containing 20 µg/mL propidium iodide (P4864, Sigma) and 400 µg/mL RNase A (12091-021, Invitrogen). Samples were processed using flow cytometry (BD FACSCalibur, BD Biosciences). 10000 events were analyzed per condition using FlowJo software.

### Antibodies

The following antibodies were used for immunoblotting: mouse monoclonal antibodies raised against BRCA2 (1:1000, OP95, Calbiochem), GAPDH (1:30000, NB600-502, Novus Biologicals), α-Tubulin (1:30,000, TAT-1, Cancer Research UK Monoclonal Antibody Service); rabbit monoclonal antibody raised against ERK1/2 (1:5000, 4695, Cell Signaling), STING (1:1000, 13647, Cell Signaling), IRF3 (1:1000, AB76409, Abcam), phospho-IRF3 (1:1000, AB76493, Abcam), STAT1 (1:1000, 9175, Cell Signaling), phospho-STAT1 (1:1000, 9167, Cell Signaling); rabbit polyclonal antibodies raised against phospho-KAP1 (1:1000, A300-767A, Bethyl Laboratories), KAP1 (1:5000, A300-274A, Bethyl Laboratories), SMC1 (1:5000, A300-055A, Bethyl Laboratories).

### Immunofluorescence

Cells on coverslips were washed in 1xPBS, swollen in hypotonic solution (85.5 mM NaCl and 5 mM MgCl_2_) for 5 min and fixed with 4% paraformaldehyde for 10 min, before permeabilizing with 4% paraformaldehyde + 0.03% SDS. Cells were rinsed with 1xPBS + 0.4% Photo-Flo 200 (P7417-1PT, Sigma) and blocked with blocking buffer (1% goat serum, 0.3% BSA, 0.005% Triton X-100 in PBS). Then, cells were incubated with rabbit monoclonal antibody against cGAS (1:200, 15102, Cell Signaling) in blocking buffer overnight at room temperature. The next day, cells were washed and incubated with Alexa Fluor 488-conjugated secondary antibodies (1:400, A11008, Thermo) for 1 h at room temperature. Dried coverslips were mounted on microscope slides using ProLong Gold antifade reagent with DAPI (P36935, Thermo). Images were acquired using a Nikon Plan Apochromat 60 × 1.4 NA oil immersion lens on the Dragonfly imaging system (Andor Technologies, Belfast UK) equipped with 405 and 488 nm lasers for visualizing DAPI and cGAS immunostained with an Alexa Fluor 488-conjugated antibody, respectively. The Dragonfly is built on a Nikon Ti2-E microscope body with the Nikon Perfect Focus System (Nikon Instruments, Japan). Data was collected using the Spinning Disk 40 µm pinhole mode of the Dragonfly on a Zyla 4.2 sCMOS camera using Fusion v2.0.0.15 software (Andor Technologies).

### In vivo xenograft experiments

CB17/SCID mice (6 weeks old and weighing 26–28 g) were purchased from Charles River Laboratories (Calco, Italy). All animal procedures were in compliance with the national and international directives (D.L. March 4, 2014, no. 26; directive 2010/63/EU of the European Parliament and of the council; Guide for the Care and Use of Laboratory Animals, United States National Research Council, 2011).

MDA-MB-436 cells carrying *BRCA1*^5396+1G>A^ mutation (1 × 10^6^) were injected into the mammary fat pad of CB17/SCID female mice. When the tumors were palpable (7 days after cell injection) the treatment was initiated.

To generate xenografts derived from HCT116 cells, wild type or carrying a CRISPR/Cas9 *BRCA2* deletion^35^, CB17/SCID male mice were injected intramuscularly into the hind leg muscles with 3 × 10^6^ cells. When a tumor volume of ~250 mm^3^ was evident, the treatment was initiated. Each experimental group included five mice. Talazoparib (0.33 mg/kg/day) was administered orally for 5 consecutive days, followed by 2-day break and 5 more days of treatment. Tumors were excised and processed for RNA extraction using TRIzol reagent (Ambion, Life Technologies).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

Source Data

## Data Availability

RNA-sequencing data are accessible at the Gene Expression Omnibus (GEO) repository, under accession number GSE123631. Other data from this study are available from the corresponding author upon request.

# Supplementary material for: BRCA2 abrogation triggers innate immune responses potentiated by treatment with PARP inhibitors
**Source:** Nat Commun. 2019 Jul 17;10:3143. doi: 10.1038/s41467-019-11048-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description:

1A: List of genes significantly deregulated ( $\text{FDR} < 0.05$ ) after 4 days of DOX treatment relative to untreated cells, in H1299 human cells expressing a DOX-inducible BRCA2 shRNA

1B: List of genes significantly deregulated ( $\text{FDR} < 0.05$ ) after 4 days of DOX treatment relative to untreated cells, in MDA-MB-231 human cells expressing a DOX-inducible BRCA2 shRNA

File Name: Supplementary Data 2

Description:

2A: List of genes significantly deregulated ( $\text{FDR} < 0.05$ ) after 28 days of DOX treatment relative to untreated cells, in H1299 human cells expressing a DOX-inducible BRCA2 shRNA

2B: List of genes significantly deregulated ( $\text{FDR} < 0.05$ ) after 28 days of DOX treatment relative to untreated cells, in MDA-MB-231 human cells expressing a DOX-inducible BRCA2 shRNA

How the deposited data were processed for this re-analysis (not part of the article)

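RNA was sequenced from H1299 and MDA-MB-231 cells, parental or carrying a DOX-inducible BRCA2 shRNA, after 4 or 28 days with or without DOX at 2 µg per mL, with 3 independent experiments per condition and 48 libraries in all. The authors prepared stranded mRNA libraries, sequenced paired ends, aligned them to hg19 with HISAT2 2.0.4, handled the alignments with SAMtools 1.4, removed duplicates with Picard 1.9.2 and counted uniquely mapped reads per gene with featureCounts 1.5.0. The deposited values are raw counts, whole numbers for 38933 genes, of which 37463 carry a symbol and 1470 do not. The authors state neither the Ensembl release nor the strand setting of the counting, so genes that overlap on opposite strands and near-identical copies are uncertain. All columns were mapped to a condition through the layout table the authors deposited, and none was left out.

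Total counts ran from 14876608 to 21579344 per library, with a median of 18189534.5, and are given per group with the comparisons. Among 48 pairs of replicates of the same group, the mean chi-square per gene against counting noise ran from 4.59 to 60.6, where 1 would be counting noise alone, so replicates varied more than counting noise.

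Each comparison of +DOX with −DOX cells of a line, genotype and day was fitted on its 6 libraries with R 4.3.3 and edgeR 4.0.16: TMM normalization, robust quasi-likelihood test and Benjamini-Hochberg adjustment over the genes with at least 10 counts in at least 3 libraries. Genes with an adjusted p under 0.05 were taken as changed, with a log2 fold change beyond 0.5 as a further threshold where the paper uses it, and 0.3 for genes higher in both lines. Differences between days, genotypes and cell lines were tested as interaction terms on the 12 libraries concerned. Gene lists were tested with camera from limma 3.58.1, with a preset correlation of 0.01 between genes and, as an alternative, with an estimated correlation, and by counting the members past the test over all genes and after adjustment over the list alone. With an estimated correlation the test has little power on 6 libraries, so a list that misses the threshold there is not shown to be unchanged. There were 36 gene lists, written before the data were examined, as were the main fits and the alternatives other than those named in the closing section as chosen later. Lists taken from the paper's own tables and figures rest on the same samples. Normalized counts are counts per library scaled by TMM, and ± gives the SD of n = 3.

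The genes named are the 10 with the largest rise and the 10 with the largest fall among those that passed the test with a mean of at least 50 counts, up to 4 members with the smallest p of each list, and every gene the paper names. The paper's own tables had been read by then, so its values for those genes counted as seen. Genes named outside this rule are marked as named after their values were seen.

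The replicate numbers pair the samples in a comparison where the deviations of same-numbered libraries from their group means correlate above 0.1 in all 3 pairs. Over 24 pairs the correlation ran from −0.234 to 0.743, 19 lay over 0.1 and in 20 a library correlated best with its own number. By this check the numbers pair the libraries in the 4 comparisons of MDA-MB-231 and in parental H1299 cells at day 28, and not in the other 3 comparisons of H1299. A comparison that misses the threshold may still be paired: in H1299 with the shRNA at day 28 the correlations were 0.461, 0.0902 and 0.373. The pairing comes from the data, since the labels give only numbers. The library identifiers run in order of replicate number over all conditions, and the paper names 3 independent experiments. The numbers may therefore mark the experiment in both lines, and the main fits of H1299 without the block do not use this. The alternatives tried were normalization by RLE, no filter on low counts, the filter of filterByExpr, DESeq2 1.42.0, the replicate block, fits on all 12 libraries of a line and genotype, leaving out each library in turn, and for lists an estimated correlation and fry.

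Distances between libraries are Euclidean on log2(CPM + 1) of the genes tested, with complete-linkage clustering. To look for effects of the shRNA on other transcripts, each word of 7 bases was tested for a linear relation between its presence in the 3′ UTR and the log2 fold change, with the length and composition of the UTR in the model, on the GRCh37 annotation. The gene and list tests were run on simulated counts with 200 changed genes drawn from the means and totals of the real libraries. Genes varied independently there, with a shift shared by a replicate only in the fits with the block, so recovery can be overstated. The word scan was run on 20 simulations with 1 word given a slope of −0.15 over 12890 genes, and ranked it first in 20.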

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

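The tests of DOX itself, of the replication and division genes, of a mislabelled sample and of depth, and the counts over other splits of the libraries, were chosen only after the result was seen.

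Responses to DOX that differ between groups drew attention because an interaction term passed edgeR's test: 1 gene between the days in H1299, 537 and 12 genes between shRNA and parental H1299 cells at days 4 and 28, 6 genes between shRNA and parental MDA-MB-231 cells at day 28, and 131 and 8 genes between the lines at days 4 and 28 (758 and 149 with the replicate block). Over 100 regroupings of the libraries within each level, which ignore the pairing of the MDA-MB-231 libraries, the real one included, a count as large came up in 12, 7, 7, 7, 9 and 3 of them in that order. Over these 100, the share lay under 0.05 for the last alone, the 8 genes between the lines at day 28. For that comparison edgeR called 190, 0 and 0 without replicate 1, 2 or 3 (2601, 387 and 370 at an unadjusted p under 0.05, and 103 by DESeq2 on all replicates). Regrouping removes the response to DOX itself and not only its difference between levels, so these shares cannot exclude chance for an interaction. The highest other counts were 1721, 1566, 43, 1043, 1090 and 139, and some of these regroupings keep the response to DOX in 1 level. In the 85 that regroup both levels, a count as large came up in 2, 0, 0, 2, 0 and 0, with highest counts of 2, 16, 1, 1043, 0 and 2. The shares thus depend on which regroupings are counted, and the high count within MDA-MB-231 points to a structure of the samples.

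Genes in data the paper does not discuss drew attention because members passed edgeR's test in cells with the shRNA, while the list medians were closer to zero in parental cells. Of 9 MHC class II genes, which present peptides to CD4 T cells, 7 fell in MDA-MB-231 cells at day 28 with the replicate block (8 when adjusted over the list alone), among them CD74 at −0.57 (standard error 0.0414, adjusted p = 1.0e-05) and HLA-DRA at −1.13 (standard error 0.106, adjusted p = 1.5e-04) by edgeR with n = 3. Their median was −0.98 (camera adjusted p = 8.6e-09, and adjusted p = 0.277 with an estimated correlation), against a median of −0.06 in parental cells (interaction with the block, camera adjusted p = 3.4e-07, and adjusted p = 0.0830 with an estimated correlation). Of 22 cholesterol synthesis genes, 9 rose and 1 fell in H1299 cells at day 4 (13 and 1 over the list alone), among them HMGCS1 at 0.72 (standard error 0.101, adjusted p = 2.8e-04) and DHCR7 at 0.51 (standard error 0.0698, adjusted p = 1.6e-04) by edgeR (camera adjusted p = 4.7e-07, and adjusted p = 0.370 with an estimated correlation), with a median of 0.24, against −0.09 in parental cells (interaction, camera adjusted p = 3.3e-08, and adjusted p = 0.243 with an estimated correlation). With an estimated correlation neither list passed, nor did its difference from parental cells.

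Genes that fell in both lines drew attention because 1 word of 7 bases in 3′ UTRs, CAGATTA, went with lower expression in H1299 cells at day 4: a slope of −0.1292 per gene with the word (standard error 0.00951, rank 1 of 16008 words), a signal the paper does not examine. An effect of DOX itself was argued against by the parental cells, where the best rank of this word was 2351, while in MDA-MB-231 cells with the shRNA at day 4 its rank was 1, as the match of an shRNA seed predicts. Genes with 2 or more copies had a mean log2 fold change below that of genes with 1 copy by −0.01405 (standard error 0.0132) in MDA-MB-231 and by −0.0421 (standard error 0.0269) in H1299, each beyond 1 standard error and neither beyond 2. In H1299 cells with the shRNA at day 28 the difference was −0.05907 (standard error 0.0257), beyond 2 standard errors. But parental H1299 cells at day 28, without the hairpin, had a difference of −0.02585 (standard error 0.0142), so the copies do not tell a seed match apart. Of the 8 genes lower in both lines in the paper's tables, 6 hold the word in the 3′ UTR, RAC1 and YAP1 with 3 copies each. ARL6IP1 and BRCA2 hold 0 there, but the BRCA2 mRNA holds 2 copies in its coding exon 11 (1.405 expected from its base composition). The word was chosen on the fold changes of H1299 at day 4, where these 8 genes fell, so their share is not independent evidence. Of the 363 genes with a 3′ UTR that fell in MDA-MB-231 at day 4 with the block, 98 hold the word (27.0%, against 11.62% of other genes). These shares are not adjusted for UTR length. Without the block edgeR called 0 genes there (359 at an unadjusted p under 0.05) and DESeq2 20. A candidate explanation is that part of the genes lower in both lines are off-targets of the hairpin. This stays open, because the hairpin sequence was not found in the paper or in the supplementary files at hand, which are not the whole supplement, and a biological regulator that binds the same word was not tested.

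The replication and division genes that fell in H1299 cells at day 4 were tested for the same explanation. Of 180 members of the DNA replication, G2/M, kinetochore and homologous recombination lists, 17 hold the word (9.44%, against 11.84% of the other genes). The 163 members without it had a median log2 fold change of −0.8702 (quartiles −1.125 and −0.6348), and 143 of them fell by edgeR, which argues against a direct seed match as the cause. An effect that reaches them through a direct off-target, and the loss of BRCA2 itself, stay open, since a single hairpin confounds them.

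In H1299 cells, −DOX replicate 1 of day 28 differed from the other 5 libraries in ATF4 targets, with a mean log2 CPM of 7.01 against 5.09 to 5.51, while over all tested genes it grouped with +DOX replicate 1, and without it 361 genes changed at day 28. A mislabelled sample, as one of +DOX or of day 4 of these cells, is argued against by its BRCA2 level, 18.42 CPM, above the highest +DOX library of that day (7.178) and the −DOX libraries of day 4 (6.862 to 8.351), and somewhat below the other −DOX libraries of day 28 (19.95 and 20.76). Cells of the other line are argued against by the 50 genes most specific to MDA-MB-231, whose median was 0 CPM, against 0 to 0.02149 in the other 5 libraries and 152.8 in parental MDA-MB-231 cells. A first test of depth, whether its total lay outside the range of the other 5, pointed to depth (15054800, the lowest of the 6), and was replaced, after that outcome was seen, by thinning the other libraries to this total, where their highest mean log2(CPM + 1) over ATF4 targets was 5.61, against 7.118 here. No biological explanation was tested, and the state of that culture may explain the difference.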

How the results depend on the processing

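DESeq2 with the replicate block was chosen only after the result was seen. For genes higher in both lines, the block in MDA-MB-231 alone was also chosen later. The other tests here were planned.

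Under RLE normalization and the filter of filterByExpr, no result moved past its threshold or by over 1.5 times, apart from single genes. The cause of the changes below was not tested.

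In the 4 comparisons of cells with the shRNA, with the block in MDA-MB-231, 81 list tests passed the threshold by camera, of which 4 kept it with an estimated correlation and 77 did not, and 30 kept it by fry and 51 did not, with the same direction. The estimated correlation leaves little power on so few libraries. DNA replication genes in H1299 at day 4 lost the threshold there although 47 of 50 were lower by edgeR, so a lost threshold does not show that a list was unchanged. No named gene changed direction while past its threshold.

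With DESeq2, the genes called were 427 in H1299 cells with the shRNA at day 28, 1 in parental H1299 at day 4, 20 and 113 in MDA-MB-231 with the shRNA at days 4 and 28, and 3 in parental MDA-MB-231 at day 28. Interactions gave 53 genes between days and 137 between genotypes at day 28 in H1299, 9 between days in MDA-MB-231, 1 and 53 between genotypes at days 4 and 28 there, and 310 and 103 between lines. It called 8 genes higher in both lines, 13 interferon-stimulated genes in H1299 and 1 in MDA-MB-231 at day 28, and 1 homologous recombination gene lower in MDA-MB-231 at day 4.

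On all 12 libraries of a line and genotype, DESeq2 called 1064 and 969 genes in H1299 with the shRNA, 20 and 95 in MDA-MB-231 with the shRNA and 1 in parental MDA-MB-231 at day 4. On all 12, edgeR called 604 and 554, 1 and 16, and 0 in parental MDA-MB-231 at day 28.

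Without a filter on low counts, edgeR called 146 genes in H1299 with the shRNA at day 28, 10 in parental H1299 at day 4, 4 and 37 in MDA-MB-231 with the shRNA, and 1 and 38 in parental MDA-MB-231. Interactions gave 66 and 3 genes between days in H1299 and MDA-MB-231, 22 and 37 between genotypes at day 28, and 403 and 23 between lines. It called 3 genes higher in both lines, 11 interferon-stimulated genes in H1299 at day 28 and 1 homologous recombination gene lower in MDA-MB-231 at day 4.

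With the replicate block, edgeR called 273 genes in H1299 with the shRNA at day 28, 726 and 1259 in MDA-MB-231 with the shRNA and 4 in parental MDA-MB-231 at day 28. Interactions gave 177 and 194 genes between days in H1299 and MDA-MB-231, 21 and 489 between genotypes in MDA-MB-231, and 758 and 149 between lines. It called 24 genes higher in both lines (1 with the block in MDA-MB-231 alone), 13 and 7 interferon-stimulated genes in H1299 and MDA-MB-231, and in MDA-MB-231 at day 4 19 DNA replication, 5 G2/M, 9 kinetochore and 4 homologous recombination genes lower. Of the genes named in MDA-MB-231 with the shRNA, the block brought 75 past the threshold at day 4 and 92 at day 28 and took none below it. Camera passed with the block and not without it for 3 lists there at day 4, MHC class I (adjusted p = 0.0213), cell line identity (0.0158) and the network genes (0.00126), and for the unfolded protein response at day 28 (0.0307). In parental MDA-MB-231 it did so at day 4 for interferon-stimulated genes (0.0453), RT-PCR genes (0.0453), DNA replication (0.00930) and Fig. 2b genes (0.0416), and at day 28 for MHC class I (0.0231), G1/S genes (0.0231) and mitochondrially encoded genes (0.00929). With an estimated correlation, the block ended the call of the genes lower in both lines at day 4 (adjusted p = 0.401) and of G2/M genes at day 28 (0.277) with the shRNA. In H1299 with the shRNA at day 4 it called 1997 genes and in parental H1299 at day 4 0 (158 at an unadjusted p under 0.05, and 1 by DESeq2 without the block). In these and in H1299 with the shRNA at day 28, the replicate numbers did not pass the pairing check, which does not exclude that the samples were paired. The correlation of same-numbered libraries ran from 0.0433 to 0.216 with the shRNA at day 4 (own number highest in 2 of 3), from 0.0902 to 0.461 at day 28 (2 of 3) and from −0.234 to 0.383 in parental cells at day 4 (1 of 3), a hint from the data and not the design.

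DESeq2 with the replicate block called 1360 and 490 genes in H1299 with the shRNA, 2 in parental H1299 at day 4, 183 and 474 in MDA-MB-231 with the shRNA, and 3 and 20 in parental MDA-MB-231. Interactions gave 211 and 97 genes between days in H1299 and MDA-MB-231, 90 between genotypes in H1299 at day 28, 43 and 307 in MDA-MB-231, and 634 and 240 between lines. It called 28 genes higher in both lines, 15 and 8 interferon-stimulated genes in H1299 and MDA-MB-231, and in MDA-MB-231 at day 4 5 DNA replication, 2 G2/M, 1 kinetochore and 1 homologous recombination gene lower.

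Leaving out 1 library, the genes called ran from 1349 to 2870 in H1299 with the shRNA at day 4 and from 0 to 361 at day 28, from 0 to 1 in parental H1299 at day 4, from 0 to 1 and from 2 to 4 in MDA-MB-231 with the shRNA at days 4 and 28, and from 0 to 1 and from 1 to 5 in parental MDA-MB-231. Leaving out 1 replicate number, interactions ran from 0 to 591 between days in H1299, from 160 to 363 and from 0 to 239 between genotypes in H1299, from 0 to 0 between genotypes in MDA-MB-231 at day 28, and from 0 to 98 and from 0 to 190 between lines at days 4 and 28. Genes higher in both lines ran from 0 to 1 and interferon-stimulated genes higher in H1299 at day 28 from 0 to 12 (9 to 27 when adjusted over the list alone).

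The slope of the first-ranked word lost its threshold in MDA-MB-231 with words of 6 bases (−0.01744 at day 4 and −0.01529 at day 28), and at day 28 among genes above the median mean count (−0.02165).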

Differences from the paper's values

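DESeq2 with the replicate block, named below, was chosen only after the result was seen. For genes higher in both lines, the block in MDA-MB-231 alone was also chosen later. The other tests were planned. The paper states an FDR under 0.05 and the log2 thresholds, which were used here too. It states DESeq2 1.18.1 and a filter on genes with fewer than about 10 reads in more than 3 samples, and here genes with at least 10 counts in at least 3 libraries were tested with edgeR, so the test and the filter differ. It does not state a replicate term, and the main fits here have none. On the same genes, DESeq2 called 20 and 113 in MDA-MB-231 with the shRNA at days 4 and 28, and 183 and 474 with the block. The latter lie near the paper's counts, so the choice of test alone does not account for that gap. In parental MDA-MB-231 at day 28 DESeq2 with the block called 20, above the paper's count.

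In H1299 cells with the shRNA at day 4, the paper gives 1363 genes, and 2258 were called here. The counts with the replicate block (1997), with DESeq2 on all 12 libraries (1064) and without +DOX replicate 1, 2 or 3 (1668, 1498, 1349) or −DOX replicate 2 or 3 (1759, 1377) lie within 1.5 times the paper's. Those with RLE (2270), no filter (2627), filterByExpr (2261), DESeq2 (2224), edgeR on all 12 libraries (604) and without −DOX replicate 1 (2870) do not. At day 28 the paper gives 479 genes, and 27 were called here. DESeq2 (427), edgeR on all 12 libraries (554) and leaving out −DOX replicate 1 (361) come within 1.5 times the paper's count, and RLE (27), no filter (146), filterByExpr (27), the block (273), DESeq2 on all 12 libraries (969) and leaving out any other library (0 to 1) do not.

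In MDA-MB-231 cells with the shRNA the paper gives 187 genes at day 4 and 480 at day 28, and 0 and 2 were called here by edgeR (359 and 783 at an unadjusted p under 0.05, 20 and 113 by DESeq2). No alternative set before the data were examined comes within 1.5 times these counts: RLE and filterByExpr gave 0 and 2, no filter 4 and 37, the block 726 and 1259, edgeR on all 12 libraries 1 and 16, DESeq2 on all 12 libraries 20 and 95, and leaving out a library 0 to 1 and 2 to 4. In parental cells the paper gives 2 genes in H1299 at day 4, and 3 and 7 in MDA-MB-231 at days 4 and 28, and 0, 0 and 1 were called here by edgeR (172, 116 and 608 at an unadjusted p under 0.05, 1, 0 and 3 by DESeq2). Leaving out +DOX replicate 2 (5 genes in MDA-MB-231 at day 28) comes within 1.5 times the paper's count, and no other alternative set before the data were examined does: RLE and filterByExpr gave 0, 0 and 1, no filter 10, 1 and 38, the block 0, 0 and 4, edgeR on all 12 libraries 0, 0 and 0, DESeq2 on all 12 libraries 0, 1 and 1, and leaving out any other library 0 to 1, 0 to 1 and 1 to 3.

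Above a log2 of 0.5, the paper gives 147 genes higher in H1299 at day 4, and 237 were called here. DESeq2 (200), DESeq2 on all 12 libraries (112) and leaving out +DOX replicate 2 or 3 (187, 183) or −DOX replicate 2 or 3 (199, 195) come within 1.5 times, and RLE (242), no filter (292), filterByExpr (234), the block (251), edgeR on all 12 libraries (60) and leaving out +DOX or −DOX replicate 1 (231, 350) do not. At day 28 in H1299 the paper gives 194 lower and 213 higher, and 18 and 9 were called here. DESeq2 (168 and 180), edgeR on all 12 libraries (211 and 230) and leaving out −DOX replicate 1 (174 and 150) come within 1.5 times for both, and the block (123 and 149) and DESeq2 on all 12 libraries (297 and 313) for the genes higher. RLE and filterByExpr (18 and 9), no filter (68 and 78) and leaving out any other library (0 to 1 and 0) do not. The share of called genes lower by over 0.5 at day 28 is 40% in the paper and 66.7% here. No filter (46.6%), DESeq2 (39.3%), the block (45.1%), edgeR and DESeq2 on all 12 libraries (38.1% and 30.6%) and leaving out −DOX replicate 1 (48.2%) come within 1.5 times, and RLE and filterByExpr (66.67%) and leaving out −DOX replicate 3 (100%) do not.

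In MDA-MB-231 the paper gives 19 genes lower by over 0.5 at day 4 and 91 higher at day 28, and 0 and 2 were called here by edgeR. DESeq2 (13) comes within 1.5 times at day 4 and not at day 28 (43). RLE and filterByExpr (0 and 2), no filter (4 and 21), the block (51 and 163), edgeR on all 12 libraries (1 and 10), DESeq2 on all 12 libraries (10 and 32) and leaving out a library (0 and 2 to 4) do not.

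The paper gives 28 genes higher by over 0.3 in both lines at day 28, and 0 were called here by edgeR (1743 in H1299 and 783 in MDA-MB-231 at an unadjusted p under 0.05, 8 in both by DESeq2). The block in both lines (24) comes within 1.5 times. RLE and filterByExpr (0), no filter (3), DESeq2 (8), the block in MDA-MB-231 alone (1) and leaving out a library (0 to 1) do not. In Table 1, 112 values were compared with a median difference of 0.00775 and a largest difference of 0.163. For OASL in MDA-MB-231 at day 4 the sign differs: the paper gives −0.04, and the value here is 0.0339 (standard error 0.333). The sign is the paper's without −DOX replicate 1 (−0.06) or 2 (−0.01), and also without +DOX replicate 3 (−0.34), which differs from the paper's value by more than that fit's error. It is not with RLE (0.03), no filter (0.02), filterByExpr (0.03), DESeq2 (0.03), the block (0.0085), edgeR or DESeq2 on all 12 libraries (0.03 each), without +DOX replicate 1 (0.32) or 2 (0.05) or without −DOX replicate 3 (0.19).

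DESeq2 with the replicate block, chosen after seeing the values, gave 1360 genes in H1299 with the shRNA at day 4 and drops 9 of the paper's 1363 called genes, 490 at day 28 (drops 6 of the paper's 479), 183 in MDA-MB-231 at day 4 (drops 6 of the paper's 187) and 474 at day 28 (drops 7 of the paper's 480). The same fit, chosen after seeing the values, gave 147 genes higher by over 0.5 in H1299 at day 4, 199 lower and 210 higher at day 28 (40.6% of the called genes lower), 20 lower in MDA-MB-231 at day 4, 89 higher at day 28, 28 higher in both lines, which are those of Table 1, with 0 of the paper's dropped, and −0.04 for OASL. In parental cells this fit, chosen after seeing the values, gave 2 genes in H1299 at day 4, and 3 and 20 in MDA-MB-231, the last of which is not within 1.5 times the paper's, and the genes it drops there are not known because the paper lists none.

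The paper states that samples with the shRNA clustered by DOX treatment in both lines, over its top 500 differentially expressed genes. The values here are over all tested genes, so the gene sets are unlike. Complete-linkage clustering here separated them by DOX in H1299 at day 4, and not in H1299 at day 28 or in MDA-MB-231 at either day, where the mean distance between +DOX and −DOX libraries was 53.1, 36.4 and 40.9, against 47.9, 39.3 and 42.2 within groups.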

Other observations

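The counts over other splits of the libraries were chosen only after the result was seen, and the other tests were planned.

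Beyond the immune genes, part of the matrix, lysosome and division genes passed edgeR's test in MDA-MB-231 cells with the shRNA when the replicate block was used, and none of these lists passed with the block and an estimated correlation. With the replicate block at day 28, 16 of 33 extracellular matrix genes rose and 2 fell by edgeR (19 and 3 when adjusted over the list alone), such as COL6A1 at 0.71 (standard error 0.0624, adjusted p = 4.1e-05) with n = 3. Of 31 lysosome genes 14 rose (20 over the list alone), such as the proteases TPP1 at 0.44 (standard error 0.0546, adjusted p = 4.1e-04) and CTSL at 0.40 (standard error 0.0491, adjusted p = 4.2e-04) by edgeR. Of 19 genes of the BMP and TGF-beta response 8 rose (13 over the list alone), with the inhibitor SMAD7 at 0.85 (standard error 0.116, adjusted p = 8.8e-04), and of 16 genes of heme and oxidative stress 5 rose (8 over the list alone), with AKR1C3 at 0.79 (standard error 0.0792, adjusted p = 1.3e-04) by edgeR. Division genes fell: 33 of 43 G2/M genes (42 over the list alone), 22 of 50 DNA replication genes (34), 22 of 43 kinetochore genes (31) and 7 of 44 homologous recombination genes, where 1 other rose (16 and 1), with KIF2C at −0.43 (standard error 0.0392, adjusted p = 4.7e-05) by edgeR. Of 23 cholesterol synthesis genes 9 fell (11 over the list alone) by edgeR. The camera adjusted p of these lists ran up to 1.1e-07, and with an estimated correlation the adjusted p was at least 0.277, though without the block it was 0.0222 for the G2/M genes.

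At day 4 in MDA-MB-231 cells with the block, 19 of 50 DNA replication genes fell (25 when adjusted over the list alone), 9 of 43 kinetochore genes (20), 5 of 43 G2/M genes (6) and 4 of 44 homologous recombination genes (7), with MCM7 at −0.22 (standard error 0.0454, adjusted p = 0.00332) by edgeR. Of 25 NF-kB and inflammatory genes 7 rose (8 over the list alone), with the chemokine CCL20 at 0.90 (standard error 0.179, adjusted p = 0.00185) and the inhibitor NFKBIA at 0.26 (standard error 0.0470, adjusted p = 7.1e-04) by edgeR. Of 21 ATF4 targets 10 fell (14 over the list alone), with the serine synthesis enzymes PSAT1 at −0.29 (standard error 0.0432, adjusted p = 6.3e-05) and PHGDH at −0.28 (standard error 0.0488, adjusted p = 5.0e-04), and of 15 unfolded protein response genes 6 fell (7), with the chaperone HSPA5 at −0.26 (standard error 0.0437, adjusted p = 8.0e-04) by edgeR. PHGDH and PSAT1 also fell in H1299 at day 4, by 1.2 (standard error 0.133, adjusted p = 2.1e-04) and 0.76 (standard error 0.114, adjusted p = 7.9e-04) by edgeR. With an estimated correlation the adjusted p of these lists was 0.401. STING1, CGAS and IRF3, which sense DNA or carry the signal, did not pass edgeR's test in either line at either day: at day 28 their log2 fold changes were 0.29 (standard error 0.316), 0.03 (standard error 0.222) and 0.13 (standard error 0.108) in H1299, and 0.11 (standard error 0.125), −0.02 (standard error 0.145) and −0.09 (standard error 0.0692) in MDA-MB-231.

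The 6 libraries of a comparison make 10 splits of 3 against 3, too few for a share under 0.05. The genes called in the real split, against the highest of the other splits, were 2258 against 0 and 27 against 1 in H1299 cells with the shRNA at days 4 and 28, 0 against 1 and 2 against 0 in MDA-MB-231 with the shRNA, 0 against 22 and 0 against 0 in parental H1299, and 0 against 2830 and 1 against 26 in parental MDA-MB-231, where a count as large came up in 7 of the 10 at day 28. The split with 2830 genes set +DOX replicates 1 and 2 and −DOX replicate 1 against the rest, which points to a structure of the samples. With the replicate block, among the 4 splits that part all pairs, MDA-MB-231 with the shRNA gave 726 against 1 at day 4 and 1259 against 0 at day 28, and parental MDA-MB-231 0 against 0 and 4 against 24. With the block H1299 with the shRNA gave 1997 against 1 and 273 against 0 at days 4 and 28, and parental H1299 0 against 246 and 0 against 0. Interferon-stimulated genes higher in H1299 with the shRNA at day 28 were then 13 against 0. For lists in H1299 without the block the real split gave 47 DNA replication, 42 G2/M, 40 kinetochore and 28 homologous recombination genes lower at day 4 and 1 interferon-stimulated gene higher at day 28, against 0 in the other splits, and for the same lists in MDA-MB-231 without the block 0 against 0 by edgeR (0, 1, 1, 1 and 4 at an unadjusted p under 0.05, and 0, 0, 0, 1 and 1 by DESeq2).

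For interactions, the day and day 4 genotype counts of MDA-MB-231 were 0, so all 100 regroupings gave as many, and the highest were 568 and 4791, far above the real ones, which points to a structure of the samples. Genes higher in both lines were 0 in the real combination and in all of the 100 tried. With the block in MDA-MB-231, 1 gene was shared, and 2 of 80 combinations, the real one included, gave as many.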
